# Organization of corticocortical and thalamocortical top-down inputs in the primary visual cortex

**DOI:** 10.1038/s41467-024-48924-8

**Published:** 2024-05-27

**Authors:** Yanmei Liu, Jiahe Zhang, Zhishan Jiang, Meiling Qin, Min Xu, Siyu Zhang, Guofen Ma

**Keywords:** Neural circuits, Sensory processing

## Abstract

Unified visual perception requires integration of bottom-up and top-down inputs in the primary visual cortex (V1), yet the organization of top-down inputs in V1 remains unclear. Here, we used optogenetics-assisted circuit mapping to identify how multiple top-down inputs from higher-order cortical and thalamic areas engage V1 excitatory and inhibitory neurons. Top-down inputs overlap in superficial layers yet segregate in deep layers. Inputs from the medial secondary visual cortex (V2M) and anterior cingulate cortex (ACA) converge on L6 Pyrs, whereas ventrolateral orbitofrontal cortex (ORBvl) and lateral posterior thalamic nucleus (LP) inputs are processed in parallel in Pyr-type-specific subnetworks (Pyr_←ORBvl_ and Pyr_←LP_) and drive mutual inhibition between them via local interneurons. Our study deepens understanding of the top-down modulation mechanisms of visual processing and establishes that V2M and ACA inputs in L6 employ integrated processing distinct from the parallel processing of LP and ORBvl inputs in L5.

## Abstract (web summary)

The organization of top-down inputs in primary visual cortex (V1) remains unclear. Here the authors characterized corticocortical and thalamocortical top-down inputs recruiting V1 neurons with cell-type and layer-specificities, and revealed distinct forms of top-down input processing.

## Introduction

The visual system is hierarchically organized, with functionally related areas connecting to each other in specific laminar patterns^1–4^. Processing of various dimensions of the complex visual environment, such as color, depth, shape, and motion, occurs in parallel pathways starting from the retina and continues in specialized visual areas, followed by integration in higher-order areas to form a unified perception^5–11^. This involves both bottom-up inputs, which flow from the retina to higher-order areas, and top-down modulation, where signals from higher-order areas adapt visual processing to meet the requirement of the current task^5–10^.

V1 is the initial cortical area for visual information processing; it receives condensed and parallel bottom-up signals from the retino-geniculo-cortical pathways, extracts relevant information, and further elaborates and integrates this information with top-down inputs from higher-order cortical and thalamic areas, contributing to the formation of a unified perceptual experience^5,8,11–13^. In more detail, thalamocortical (TC) bottom-up inputs from the dorsal lateral geniculate thalamic nucleus (dLGN) preferentially target the medial layer (L4), while corticocortical (CC) and TC top-down inputs target superficial and deep layers in V1^4,14–16^.

Previous studies have identified multiple higher-order cortical and thalamic areas that provide top-down inputs to V1, such as the secondary visual cortex (V2), posterior parietal cortex (PTLp), retrosplenial cortex (RSP), anterior cingulate cortex (ACA), ventrolateral orbitofrontal cortex (ORBvl), and lateral dorsal (LD) and lateral posterior thalamic nuclei (LP)^4,15,17,18^. These top-down inputs convey a rich array of information, including attention^19–21^, expectation^22,23^, perceptual tasks^24,25^, and motor commands^26,27^.

The signals from these top-down inputs are differentially processed in V1^2,21,24,28–30^. For instance, V2 inputs are known to enhance the accuracy of visual information decoding in V1 neurons without altering the average response^31^. ACA and LP inputs increase V1 neuron response to task-relevant visual information^20,21^, whereas ORBvl inputs suppress V1 neuron responses to filter out irrelevant visual information^24^. The diverse effects of these top-down modulations on visual processing imply sophisticated mechanisms within local circuits of V1, presumably controlled by distinct sets of excitatory and inhibitory neurons across different layers. However, knowledge about how these top-down inputs differentially engage excitatory and inhibitory neurons in V1 is quite limited, particularly with regard to their innervation patterns of neurons in deep layers.

The mouse V1 consists of six distinct layers, with each layer possessing unique connection and functional properties^7,8,13^. While the cell-sparse L1 completely lacks excitatory neurons and contains unique inhibitory neurons (L1-INs), all the other layers consist of excitatory Pyrs and three major types of inhibitory neurons (parvalbumin-positive, PV+; somatostatin-positive, SST+; and vasoactive intestinal peptide-positive, VIP+ neurons)^32–36^. The top-down modulation signals and bottom-up visual signals are processed and integrated into the V1 local circuits, and then transmitted to downstream targets by heterogeneous long-range projection Pyrs, including pyramidal tract (PT) and intratelencephalic (IT) neurons^4,7,37,38^. PT neurons mediate subcortical output, while IT neurons mediate intracortical output^4,39,40^.

In this study, we profiled the layer- and cell-type-specific innervation patterns of multiple CC and TC top-down inputs in V1, including three CC inputs (V2M, ACA, and ORBvl) and one TC input (LP). We found distinct layer- and cell-type-specific innervation profiles for each top-down input, with profiles partially overlapping in superficial layers, bypassing L4, and clearly segregating in deep layers. Specifically, V2M and ACA inputs preferentially activate L6 Pyrs, while ORBvl and LP inputs activate L5 Pyrs. We also characterized the layer-specificity of top-down inputs on inhibitory neurons, revealing that L1-INs are strongly activated in L1 and that VIP+ neurons are strongly activated in both superficial and deep layers, while PV+ and SST+ neurons are specifically activated in the deep layers. These results provide a valuable resource for the layer- and cell-type-specific organization of top-down inputs in V1. We subsequently investigated how these inputs interact within their strongest receptive layers, L5 and L6. Using independent optogenetic activation on the same brain slice, we found that V2M and ACA inputs converge on L6 Pyrs, whereas ORBvl and LP inputs selectively activate two distinct types of L5 Pyrs: Pyr_←ORBvl_ and Pyr_←LP_ neurons, each characterized by specific electrophysiological properties and gene-expression profiles. Retrograde tracing revealed that Pyr_←ORBvl_ neurons preferentially innervate subcortical areas and Pyr_←LP_ neurons innervate cortical areas, indicating parallel processing of the ORBvl and LP inputs in Pyr-type-specific subnetworks. We also found that ORBvl and LP inputs drive mutual inhibition, mediated by local inhibitory neurons, between these two subnetworks in L5 of V1. These findings deepen our understanding of neuronal mechanisms of top-down modulation of visual processing by revealing interactions of modulation signals within V1 local circuits.

## Results

### Systematic characterization of the layer-specificities of CC and TC top-down inputs in V1 Pyrs

Multiple higher-order cortical and thalamic areas directly innervate V1, thus enabling extensive capacity for top-down modulation of visual processing^4,15–18^. The axons of CC and TC top-down inputs primarily target superficial and deep layers in V1^4^. Our research group has had a longstanding interest in top-down modulation of visual processing^17,18,21,41^; we found it conspicuous that most studies on the neuronal mechanisms of top-down modulation to date have focused on superficial layers (i.e., L1 and L2/3)^17,21,34,36,42^. We, therefore, undertook a systematic effort to characterize the innervation patterns of multiple CC and TC top-down inputs across all layers in V1, including both superficial and deep layers. Since the cell-sparse L1 completely lacks excitatory neurons, we started by examining the input strengths of V2M, ACA, ORBvl, and LP inputs in Pyrs across L2-L6 of V1.

To optogenetically activate V2M inputs in V1, we injected AAV expressing ChR2 in excitatory neurons (AAV-CaMKIIα-ChR2-EYFP) into the V2M (Fig. 1a, b). Expression of ChR2-EYFP in the V2M resulted in bright axonal fluorescence in L1 and L6 of V1, with L1 and L6 receiving 13 and 50% of the total fluorescent signal, respectively (Fig. 1c). We conducted whole-cell recordings of V1 Pyrs and recorded the monosynaptic excitatory postsynaptic potential (EPSP) elicited by optogenetic activation of V2M axons, while blocking local neuron spikes with TTX^43^. Consistent with a previous study^28^, we found that V2M inputs activated Pyrs in L2/3 and L6 of V1 (defined as averaged EPSP amplitude >3 mV), with the strongest input strengths in L6 (Fig. 1d, e, Supplementary Figs. 1–3, and Supplementary Data 1, 2).

**Fig. 1:**
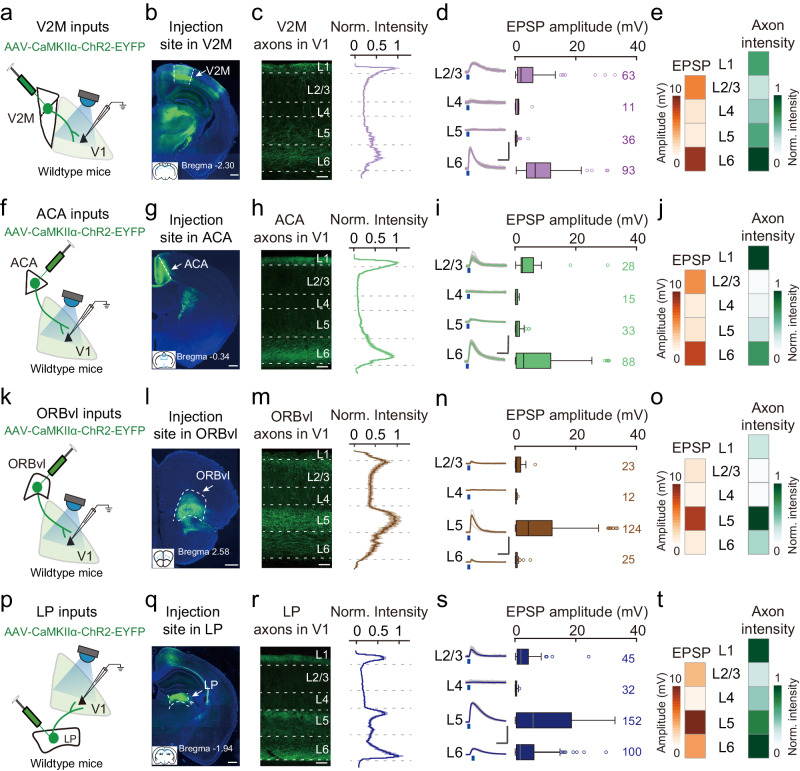
Characterization of the strengths of CC and TC top-down inputs in V1 Pyrs across layers. **a** Slice experiment schematic, with whole-cell recording of V1 Pyrs and optogenetic activation of V2M inputs. **b** Injection sites in the V2M. Scale bar, 500 μm. Arrowhead, AAV injection site. Blue, DAPI staining. Inset, coronal section location. **c** Distribution of V2M axons in V1. Left, fluorescence image showing V2M axons (green) in V1. Scale bar, 50 μm. Right, normalized green fluorescence intensity from L1 to L6 (normalized by the peak intensity in V1). **d** Monosynaptic EPSP amplitudes in Pyrs across layers. Left, monosynaptic EPSPs from one example Pyr in each layer with TTX and 4-AP treatment to block local neuron spiking (gray, raw traces; purple, averaged traces). Blue dots, 5-ms blue light stimulation (474 nm, 3.5 mW). Scale bars, 50 ms, 5 mV. Right, box plot for EPSP amplitude from Pyrs in the indicated layers. Edges, 25th and 75th percentiles; central line, median; whiskers, 1.5× the interquartile range of the edges. Black circles are outliers (values more than three times the interquartile range (IQR) from the median). V2M inputs activated Pyrs in L2/3 and L6, with the strongest input strength in L6 (L6 vs. other layers, *P* < 0.004, Tukey’s HSD test). **e** Matrix of EPSP amplitude (left) and normalized axon intensity (right) across V1 layers for V2M inputs. **f**–**j** Similar to (**a**–**e**), but for ACA inputs. ACA inputs activated Pyrs in L2/3 and L6, with stronger input strength in L6 (L6 vs. L4 and L5, *P* < 0.007; L6 vs. L2/3, *P* = 0.23). **k**–**o** Similar to (**a**–**e**), but for ORBvl inputs. ORBvl inputs only activated Pyrs in L5 (L5 vs. other layers, *P* < 0.02). **p**–**t** Similar to (**a**–**e**), but for LP inputs. LP inputs activated Pyrs in L2/3, L5, and L6, with the strongest input strength in L5 (L5 vs. other layers, *P* < 7 × 10^−5^). The number of neurons in each group is indicated. See Supplementary Data 1, 2 for input strengths and ANOVA parameters. Source data are provided as a Source Data file.

The distribution patterns of axons from ACA inputs (L1 received 22% and L6 received 49%) were similar to those of V2M inputs, as was their layer-specificity (Fig. 1f–j). Unlike V2M and ACA inputs, the axons from ORBvl inputs ramified densely in L5 (52% in L5), consistent with their strongest input strength in L5 Pyrs (Fig. 1k–o). The axons from LP inputs were primarily distributed in L1, L5, and L6 (15% in L1, 35% in L5, and 38% in L6), with the strongest input strength observed in L5 Pyrs (Fig. 1p–t). LP inputs also activate L6 Pyrs, but with weaker input strength as compared to L5 Pyrs (46% of the input strength in L5 Pyrs) (Fig. 1s, t). Together, when considering the input strengths of top-down inputs across all layers, our results show that the examined CC top-down inputs (V2M, ACA, and ORBvl) and TC top-down inputs (LP) inputs are partially overlapped in L2/3 with relatively weak input strength in L2/3 Pyrs. These inputs then bypass L4 Pyrs before segregating in L5 and L6: V2M and ACA inputs strongly activate L6 Pyrs (defined as averaged EPSP amplitude >7 mV), while ORBvl and LP inputs strongly activate L5 Pyrs.

### Layer-specificities of CC and TC top-down inputs in V1 inhibitory neurons

Despite representing a minority of cortical neurons, inhibitory neurons play a critical role in providing rapid and dynamic modulation of the output of excitatory neurons across different layers^32,34,36,39,44,45^. Besides unique inhibitory neurons in L1 (L1-INs), all the other layers are known to contain three major types of inhibitory neurons (PV+, SST+, and VIP+ neurons)^32,33,35^. We next examined the input patterns of multiple CC and TC top-down inputs in each type of inhibitory neurons. L1-INs were identified by their locations. PV+, SST+, and VIP+ neurons were identified by breeding PV-, SST-, or VIP-Cre mice with loxP-flanked tdTomato reporter mice (Ai14 mice, Supplementary Fig. 4). We observed distinct innervation patterns of cortical inhibitory neurons for each of CC and TC top-down input.

Optogenetic activation of V2M inputs resulted in strong activation in L1-INs within L1 and in strong activation in VIP+ and PV+ neurons in L6 (“strong activation” in inhibitory neurons also defined as averaged EPSP amplitude >7 mV) (Fig. 2a–d, Supplementary Fig. 4, and Supplementary Data 3). Activation of ACA inputs resulted in strong activation of L1-INs in L1, VIP+ neurons in L2/3, as well as in VIP+, PV+, and SST+ neurons in L6 (Fig. 2e–h). Notably, ORBvl inputs were weak in all types of inhibitory neurons across layers, although some L5 VIP+, PV+, and SST+ neurons were activated (ranging from 25 to 34% of each recorded inhibitory neuron type) (Fig. 2i–l and Supplementary Fig. 4). LP inputs strongly activated L1-INs in L1, VIP+ neurons from L2 to L6, and PV+ neurons in L5 (Fig. 2m–p).

**Fig. 2:**
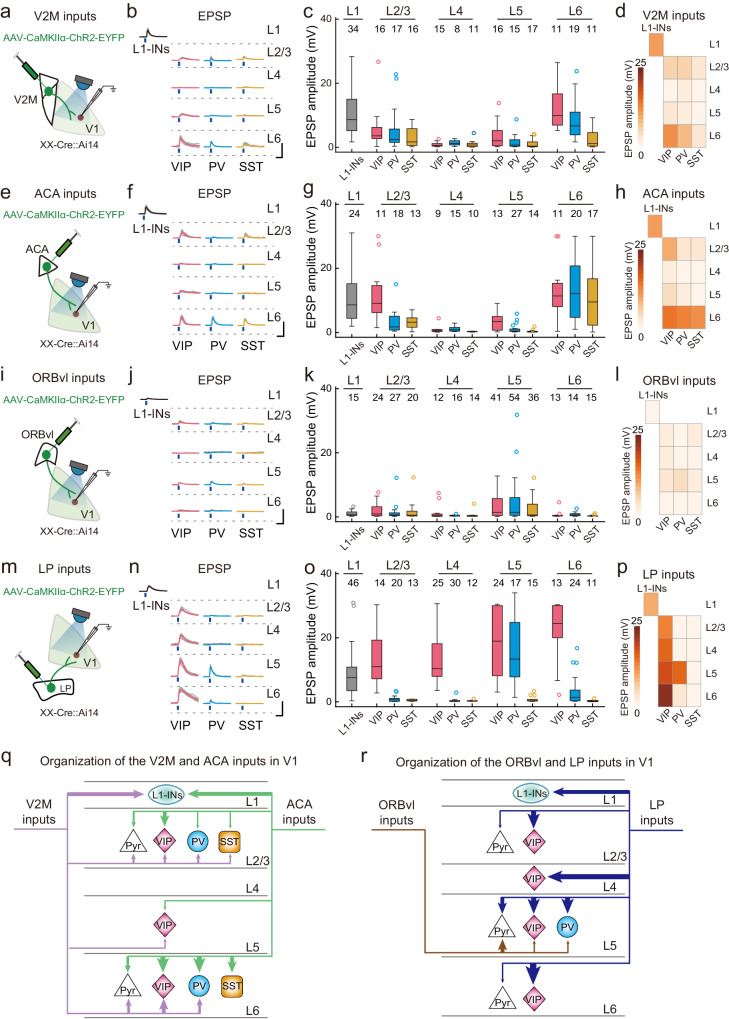
Input strengths of CC and TC top-down inputs in four types of V1 inhibitory neurons across different layers. **a** Schematic of the slice experiment, with whole-cell recording of V1 inhibitory neurons and optogenetic activation of V2M inputs. **b** Monosynaptic EPSPs from one example inhibitory neuron (L1-IN, VIP+, PV+, and SST+ neurons) in each layer with TTX and 4-AP treatment to block local neuron spiking (gray traces, raw traces; colored traces, averaged traces). Blue dots, 5-ms blue light stimulation (474 nm, 3.5 mW). Scale bars, 50 ms, 10 mV. **c** Distribution of EPSP amplitude from inhibitory neurons in different layers. Box plots indicate the median and the respective quartiles. Black dots are outliers, defined as values above 3 IQR from the median. V2M inputs strongly activated the L1-INs in L1 and VIP+ and PV+ neurons in L2/3 and L6. **d** Matrix of EPSP amplitude in different types of inhibitory neurons across layers of V1 for V2M inputs. **e**–**h** Similar to (**a**–**d**), but for ACA inputs. **f** Scale bars, 50 ms, 10 mV. **g** ACA inputs strongly activated the L1-INs in L1, VIP+ neurons in L2/3 and L6, and PV+ and SST+ neurons in L6. **i**–**l** Similar to (**a**–**d**), but for ORBvl inputs. **j** Scale bars, 50 ms, 10 mV. **k** ORBvl inputs were weak in V1 inhibitory neurons across layers. **m**–**p** Similar to (**a**–**d**), but for LP inputs. **n** Scale bars, 50 ms, 10 mV. **o** LP inputs strongly activated the L1-INs in L1, VIP+ neurons from L2/3 to L6, and PV+ neurons in L5. **q** Summary of major connections of V2M and ACA inputs in V1 local circuits. V2M inputs, purple lines; ACA inputs, green lines. Line width represents the amplitude of synaptic input. Only the connections with an averaged EPSP amplitude of >3 mV were included. **r** Similar to (**q**), but for ORBvl (brown) and LP (blue) inputs. The number of neurons in each group is indicated by the numbers displayed in the figure. See Supplementary Data 3 for detailed input strengths. Source data are provided as a Source Data file.

Our profiling data for multiple CC (V2M, ACA, and ORBvl) and TC (LP) top-down inputs show that the innervation patterns of V1 inhibitory neurons are partially overlapped in superficial layers, with V2M, ACA, and LP inputs strongly activated L1-INs in L1, and ACA and LP inputs strongly activated VIP+ neurons in L2/3 (Fig. 2q, r). V2M and ACA inputs bypassed L4, whereas LP inputs strongly activated VIP+ neurons in L4. We also observed that the innervation patterns of top-down inputs were segregated in deep layers. L5 inhibitory neurons (VIP+ and PV+ neurons) were strongly activated by LP inputs exclusively. L6 VIP+ neurons were strongly activated by V2M, ACA, and LP inputs, while L6 PV+ neurons were strongly activated by V2M and ACA inputs, and L6 SST+ neurons were strongly activated specifically by ACA inputs (Fig. 2q, r). Note that the layer-and cell-type specificity of these top-down inputs is evident based on both the raw and normalized input strengths (Supplementary Figs. 5,6 and Supplementary Data 4–7). Thus, our profiling of layer- and cell-type-specific innervation patterns of multiple CC and TC top-down inputs in V1 represents a valuable resource for understanding the neuronal mechanisms of top-down modulation of visual processing. Interestingly, in contrast to similar innervation properties in superficial layers, the examined CC and TC inputs are clearly segregated in deep layers, which opens up the possibility of testing hypotheses about their layer-specific functions.

### Integrated processing of V2M and ACA inputs in L6 Pyrs versus parallel processing of LP and ORBvl inputs in two distinct L5 Pyr populations

The examined CC and TC top-down inputs are strongest in the deep layers, with L6 being most responsive to V2M and ACA inputs, while L5 is most responsive to LP and ORBvl inputs. Previous studies have reported that deep-layer Pyrs are a heterogeneous population, with functionally distinct subnetworks^39,46–48^. To investigate the interactions among these top-down inputs in their most responsive layers, we employed independent optogenetic activation^49^. Specifically, for V2M and ACA inputs, we alternatively activated these inputs using ChR2 and ChrimsonR in the same brain slice and measured their input strengths in each recorded L6 Pyr. In each animal, we injected an AAV expressing ChR2-EYFP in the V2M (AAV-CaMKIIα-ChR2-EYFP) and also injected an AAV expressing ChrimsonR-tdTomato (AAV-hSyn-ChrimsonR-tdTomato) in the ACA (Fig. 3a). Expression of ChR2-EYFP in the V2M and ChrimsonR-tdTomato in the ACA resulted in the expected bright green and red axonal fluorescence in L6 of V1 (Fig. 3b–d).

**Fig. 3:**
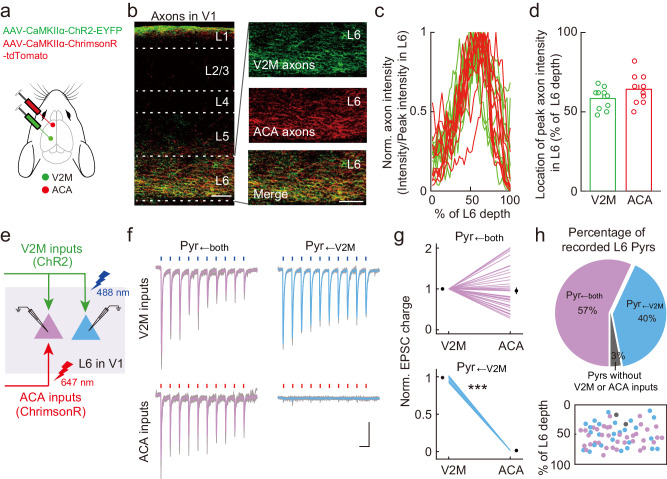
V2M and ACA inputs converge on L6 Pyrs. **a** Schematic of the viral strategy for independent optogenetic activation of V2M and ACA inputs. **b** Fluorescent images showing the distribution of V2M (green) and ACA axons (red) in V1, repeated three times with similar results. Scale bars, 100 μm. **c** Normalized axon intensity of V2M (green) and ACA (red) axons as a function of L6 depth. 0% and 100% represent the upper and lower boundaries of L6. *n* = 10 slices. **d** Summary of L6 depth for peak V2M (green) axon intensity and for peak ACA (red) axon intensity. *n* = 10 slices, *P* = 0.12, two-sided Wilcoxon sign-rank test. **e** Schematic of the slice experiment examining independent optogenetic activation of V2M and ACA inputs. **f** EPSCs evoked by independent activation of V2M and ACA inputs in L6 Pyrs. Blue dots, 488-nm light stimulation, 10 Hz, 1 ms, 3.5 mW. Red dots, 647-nm light stimulation, 10 Hz, 1 ms, 3.5 mW. Gray traces are individual trials, while purple and blue traces are averages of five trials. Scale bars, 100 ms, 50 pA. **g** Normalized EPSC charge evoked by activation of V2M and ACA inputs in Pyr_←both_ (top) and Pyr_←V2M_ neurons (bottom). The circles indicate the means. *n* = 5 mice, 7 slices. Pyr_←both_, *n* = 37 neurons, *P* = 0.57; Pyr_←V2M_, *n* = 26 neurons, *P* = 3 × 10^−39^. ***P < 0.001; two-sided paired *t*-test. **h** Percentage (top) and distribution (bottom) of L6 Pyrs activated by V2M and ACA inputs. Purple, L6 Pyrs receiving both inputs; Blue, L6 Pyrs receiving only V2M inputs; gray, L6 Pyrs without any response to V2M or ACA inputs. Data were presented as the mean ± SEM. Source data are provided as a Source Data file. Figure 3a adapted from Petrucco, L. (2020). Mouse head schema. Zenodo. 10.5281/zenodo.3925903 under a CC BY license: https://creativecommons.org/licenses/by/4.0/.

Activation of V2M inputs (10 pulses @ 10 Hz, 488 nm) and ACA inputs (10 pulses @ 10 Hz, 647 nm) elicited robust postsynaptic currents (EPSCs) in L6 Pyrs (Fig. 3e–g). The majority of recorded L6 Pyrs (57%) received inputs from both V2M and ACA, with 40% receiving only V2M inputs and 3% not receiving inputs from either (Fig. 3h). These results show that CC top-down inputs from V2M and ACA converge on the same group of L6 Pyrs, indicating integrated processing of their top-down modulation signals in L6 of V1.

We next examined the innervation patterns of LP and ORBvl inputs in L5 Pyrs. For each animal, we injected an AAV expressing ChrimsonR-tdTomato in the LP (AAV-hSyn-ChrimsonR-tdTomato) and also injected an AAV expressing ChR2-EYFP in the ORBvl (AAV-CaMKIIα-ChR2-EYFP) (Fig. 4a). Expression of ChrimsonR-tdTomato in the LP and ChR2-EYFP in the ORBvl resulted in bright red and green axonal fluorescence in L5 of V1, with LP inputs primarily in upper L5 (red) and ORBvl inputs in lower L5 (green) (Fig. 4b–d). Activation of LP inputs (10 pulses @ 10 Hz, 647 nm) elicited robust postsynaptic currents (EPSCs) in about half of recorded L5 Pyrs (Pyr_←LP_ neurons); these neurons did not respond to activation of ORBvl inputs (10 pulses @ 10 Hz, 488 nm) (Fig. 4e–g). Intriguingly, when we activated ORBvl inputs, the remaining half of L5 Pyrs displayed robust EPSCs (Pyr_←ORBvl_ neurons) (Fig. 4e–h). These results indicate that TC and CC top-down inputs from LP and ORBvl employ parallel processing strategies by selectively activating distinct L5 Pyr populations in V1. Thus, our results reveal that examined CC and TC top-down inputs employ distinct processing strategies in their interactions, with integrated processing of V2M and ACA inputs in L6 versus parallel processing of LP and ORBvl inputs in L5.

**Fig. 4:**
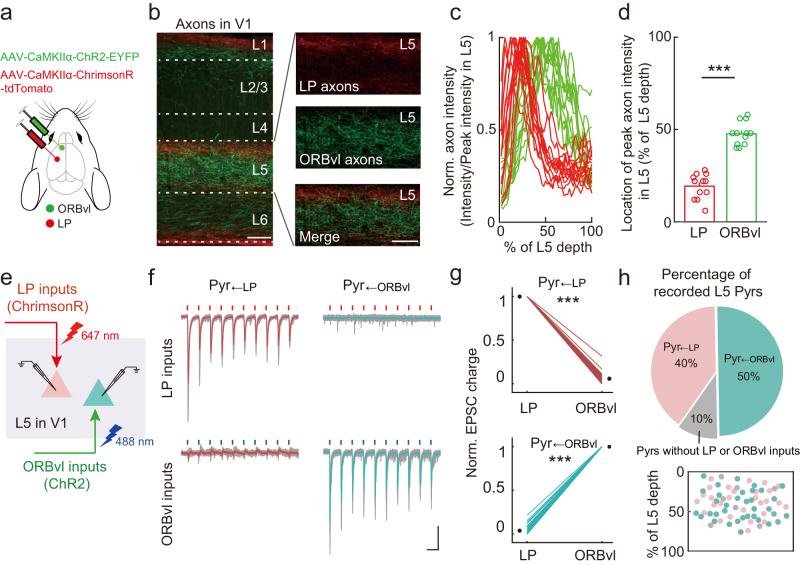
LP and ORBvl inputs target distinct subpopulations of L5 Pyrs. **a** Schematic of the viral strategy for independent optogenetic activation of LP and ORBvl inputs. **b** Fluorescent images showing the distribution of LP (red) and ORBvl axons (green) in V1, repeated three times with similar results. Scale bars, 100 μm. **c** Normalized axon intensity of LP (red) and ORBvl (green) axons as a function of L5 depth. 0% and 100% represent the upper and lower boundaries of L5. *n* = 12 slices. **d** Summary of L5 depth for peak LP (red) axon intensity and for peak ORBvl (green) axon intensity. *n* = 12 slices, *P* = 5 × 10^−4^. ***P < 0.001; two-sided Wilcoxon sign-rank test. **e** Schematic of the slice experiment examining independent optogenetic activation of LP and ORBvl inputs. **f** EPSCs evoked by independent activation of LP and ORBvl inputs in L5 Pyrs. Red dots, 647-nm light stimulation, 10 Hz, 1 ms, 3.5 mW. Blue dots, 488-nm light stimulation, 10 Hz, 1 ms, 3.5 mW. Gray traces are individual trials, while red and green traces are averages of 5 trials. Scale bars, 100 ms, 100 pA. **g** Normalized EPSC charge evoked by activation of LP and ORBvl inputs in Pyr_←LP_ (top) and Pyr_←ORBvl_ neurons (bottom). The circles indicate the means. *n* = 12 mice, 14 slices. Pyr_←LP_, *n* = 28 neurons, *P* = 2 × 10^−44^; Pyr_←ORBvl_, *n* = 35 neurons, *P* = 9 × 10^−33^. ***P < 0.001, two-sided paired *t*-test. **h** Percentage (*t*op) and distribution (bottom) of L5 Pyrs activated by LP and ORBvl inputs (Pyr_←LP_ and Pyr_←ORBvl_ neurons). Red, Pyr_←LP_ neurons; green, Pyr_←ORBvl_ neurons; gray, L5 Pyrs without any response to LP or ORBvl inputs. Data were presented as the mean ± SEM. Source data are provided as a Source Data file. Figure 4a adapted from Petrucco, L. (2020). Mouse head schema. Zenodo. 10.5281/zenodo.3925903 under a CC BY license: https://creativecommons.org/licenses/by/4.0/.

### Pyr_←LP_ and Pyr_←ORBvl_ neurons are distinct L5 Pyr types distinguished by I_h_

Given the notable specificity with which L5 Pyrs process LP and ORBvl inputs, we narrowed our focus to exploring the properties of these neurons: Pyr_←LP_ and Pyr_←ORBvl_ neurons. Up to this point of the study, we have identified Pyr_←LP_ and Pyr_←ORBvl_ neurons based on their input patterns, a relatively cumbersome process requiring virus injection, patch-clamp recording, and optogenetic activation. The intrinsic electrophysiological properties assessed using patch-clamp recording alone are used extensively for classifying different types of neurons, with, for example, hyperpolarization-activated inward currents (I_h_) showing informatively varied distributions for distinct neuron types^39,50^. During our routine assessment of patch-clamp recordings by calculating access resistance, we introduced a 10-mV hyperpolarization to the recorded neurons. Pyr_←ORBvl_ neurons exhibited an I_h_ in response to this 10-mV hyperpolarization, whereas Pyr_←LP_ neurons lacked this I_h_—as indicated by an I_h_ slope (see Method) close to 0 (I_h_ slope of Pyr_←LP_, −3.1 ± 2.6 pA/s, *n* = 13 neurons; I_h_ slope of Pyr_←ORBvl_, 82.5 ± 8.6 pA/s, *n* = 17 neurons; *P* = 4 × 10^−6^, two-sided Wilcoxon rank-sum test). Moreover, bath application of a known antagonist of hyperpolarization-activated cyclic nucleotide-gated channels (HCN channels) (ZD7288^51^, 1 μM) completely eliminated the I_h_ in Pyr_←ORBvl_ neurons, yet had no effect on I_h_-lacking Pyr_←LP_ neurons in response to the 10-mV hyperpolarization. These findings indicate that the observed I_h_ in Pyr_←ORBvl_ neurons is mediated by HCN channels (Fig. 5a, b).

**Fig. 5:**
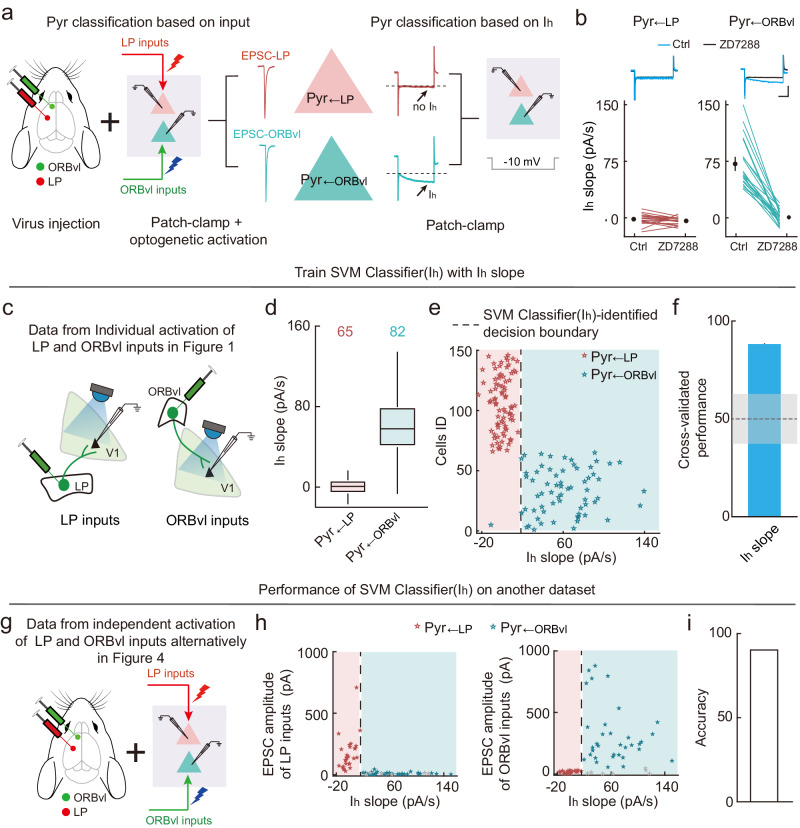
An SVM classifier trained with I_h_ slope can reliably distinguish Pyr_←LP_ and Pyr_←ORBvl_ neurons. **a** Schematic of the input-pattern-based and I_h_-based strategies for classifying Pyr_←LP_ and Pyr_←ORBvl_ neurons. **b** Effects of HCN1-channel antagonist (ZD7288) on I_h_ slope of Pyr_←LP_ and Pyr_←ORBvl_ neurons. Left, ZD7288 had no effect in I_h_-lacking Pyr_←LP_ neurons (*n* = 17 neurons, *P* = 0.1, two-sided Wilcoxon sign-rank test). Inset, current change elicited by a 10-mV hyperpolarization in an example Pyr_←LP_ neuron with (black) or without (blue) ZD7288. Scale bars, 100 ms, 100 pA. Right, similar to left, but for Pyr_←ORBvl_ neurons. ZD7288 significantly decreased the I_h_ slope of Pyr_←ORBvl_ neurons (*n* = 21 neurons, *P* = 6 × 10^−5^). Data were presented as the mean ± SEM. **c** Schematic of the dataset used to train “SVM Classifier(I_h_)”, using the individual activation of LP and ORBvl inputs data from Fig. 1 (82 Pyr_←LP_ neurons and 65 Pyr_←ORBvl_ neurons). **d** Box plot showing I_h_ slope of Pyr_←LP_ and Pyr_←ORBvl_ neurons from Fig. 1. Edges, 25th and 75th percentiles; central line, median; whiskers, 1.5× the interquartile range of the edges. **e** Decision boundary (dashed line) for classifying Pyr_←LP_ and Pyr_←ORBvl_ neurons derived from SVM Classifier(I_h_). Red and green stars, input-pattern-classified Pyr_←LP_ and Pyr_←ORBvl_ neurons, respectively. **f** Cross-validated classifier performance for leave-one-out data (tenfold cross-validation, *n* = 20 times). Dashed line, chance level as 50%. The gray area indicates the 95% confidence interval of classifier performances trained on shuffled data. **g** Schematic of another dataset used to test the performance of the SVM Classifier(I_h_): this is the data from Fig. 4 regarding independent activation of LP and ORBvl inputs alternatively in the same brain slice (28 Pyr_←LP_ neurons and 35 Pyr_←ORBvl_ neurons). **h** Performance of the SVM Classifier(I_h_) in distinguishing Pyr_←LP_ from Pyr_←ORBvl_ neurons in the dataset from Fig. 4. Dashed line, decision boundary for classifying Pyr_←LP_ and Pyr_←ORBvl_ neurons. Red and green stars, input-pattern-classified Pyr_←LP_ and Pyr_←ORBvl_ neurons, respectively. Gray stars, L5 Pyrs without any response to LP or ORBvl inputs. **i** Prediction accuracy (see Methods). Source data are provided as a Source Data file. Figure 5, Panels (**a**,**g**) adapted from Petrucco, L. (2020). Mouse head schema. Zenodo. 10.5281/zenodo.3925903 under a CC BY license: https://creativecommons.org/licenses/by/4.0/.

Given the observed differences in the I_h_ slope between Pyr_←ORBvl_ and Pyr_←LP_ neurons, we explored the use of the I_h_ slope as a criterion to distinguish between these Pyr populations. Specifically, we revisited an aforementioned dataset for individual activation of LP and ORBvl inputs (from Fig. 1k–t) with a large set of L5 Pyrs responding to LP and ORBvl inputs (including 82 Pyr_←LP_ and 65 Pyr_←ORBvl_ neurons), recorded with an antagonist of voltage-gated sodium channels (TTX) and an antagonist of voltage-gated potassium channels (4-AP) (Fig. 5c). Control experiments showed TTX and 4-AP treatment had no effect on the I_h_ slope (Supplementary Fig. 7). Notably, the I_h_ slope of the Pyr_←ORBvl_ neurons was significantly steeper than that of Pyr_←LP_ neurons (*P* = 7 × 10^−24^, two-sided Wilcoxon rank-sum test; Fig. 5d), indicating that ORBvl and LP inputs selectively activate two types of L5 Pyrs that can be reliably characterized using I_h_.

We subsequently used a support vector machine (SVM) approach^52^ for distinguishing Pyr_←LP_ and Pyr_←ORBvl_ neurons in the aforementioned dataset. By employing the I_h_-slope data from the 82 Pyr_←LP_ neurons and 65 Pyr_←ORBvl_ neurons, we trained a linear SVM classifier (“SVM Classifier(I_h_)”) to determine the decision boundary of the I_h_ slope that optimally separates the two L5 Pyr types (Fig. 5e). The performance of the SVM Classifier (I_h_) was evaluated using tenfold cross-validation, repeating the entire tenfold process 20 times with random divisions of the data. The detected average accuracy of 88.2% significantly surpassed the chance level of 50% (*P* = 4 × 10^−28^, two-sided one-sample *t*-test). The accuracy also exceeded the 95% confidence interval as obtained from classifiers trained on shuffled I_h_-slope data (Fig. 5f). Next, we applied the SVM Classifier(I_h_) trained with the complete dataset (82 Pyr_←LP_ neurons and 65 Pyr_←ORBvl_ neurons) to another dataset (the data from Fig. 4 for alternative activation of LP and ORBvl inputs in the same brain slice) (Fig. 5g). The SVM Classifier(I_h_) informatively distinguished Pyr_←LP_ and Pyr_←ORBvl_ neurons, achieving 90% accuracy (Fig. 5h, i). Thus, the SVM Classifier(I_h_) can effectively distinguish L5 Pyr_←LP_ and Pyr_←ORBvl_ neurons based on simple hyperpolarization data obtained through patch-clamp recordings.

### Pyr_←LP_ and Pyr_←ORBvl_ neurons employ distinct action potential modes and have unique gene-expression profiles

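For Patch-seq, the soma of each recorded L5 Pyr was drawn with its nucleus into the patch pipette after the recording, its mRNA was amplified with a kit based on Smart-seq2, and the resulting cDNA was sequenced. The authors aligned the reads to GRCm38 with STAR, removed PCR duplicates, and counted the uniquely aligned reads on each gene of the RefSeq annotation. They deposited these counts without normalization, and FPKM values in a separate table, for 47 Pyr_←LP_ and 44 Pyr_←ORBvl_ neurons. The type of each neuron was assigned by the authors from its I_h_ slope, before and independently of its RNA. Total counts were between 2545 and 1948982 per Pyr_←LP_ neuron (median 411884) and between 2410 and 1699215 per Pyr_←ORBvl_ neuron (median 445008.5). Differences between the types were tested on the deposited counts with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment, over genes with at least 5 counts in at least 10 neurons. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change above 2 in either direction, the thresholds given in the Methods. DESeq2, the tool of the authors, was run beside it. Positive log2 fold changes mean higher expression in Pyr_←ORBvl_ neurons, and the standard error of an edgeR log2 fold change is its size divided by the square root of the F statistic. The unit of replication is the neuron, not the mouse. The names of the neurons carry a recording prefix, which was treated as a batch. Prefixes that differed only by a hyphen were read as the same prefix, and the numbers of prefixes depend on this reading. So read, 14 of the 17 prefixes hold neurons of both types and 3 hold neurons of 1 type. The reads carry no molecular identifiers, so confidence intervals for shares of neurons cover sampling of neurons and not amplification error.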

To investigate the functional divergence of Pyr_←LP_ and Pyr_←ORBvl_ neurons in the parallel processing of TC and CC top-down inputs, we explored the potential electrophysiological and genetic bases by conducting Patch-seq^53,54^, which simultaneously yielded data for the transcriptomes and a variety of electrophysiological properties for the recorded neurons (Fig. 6a and Supplementary Figs. 8, 9). In total, we carried out patch-clamp recordings on 91 Pyrs in L5 of V1 from 15 mice. Among these neurons, 47 were identified as Pyr_←LP_ neurons, and 44 were identified as Pyr_←ORBvl_ neurons using the SVM Classifier(I_h_).

**Fig. 6:**
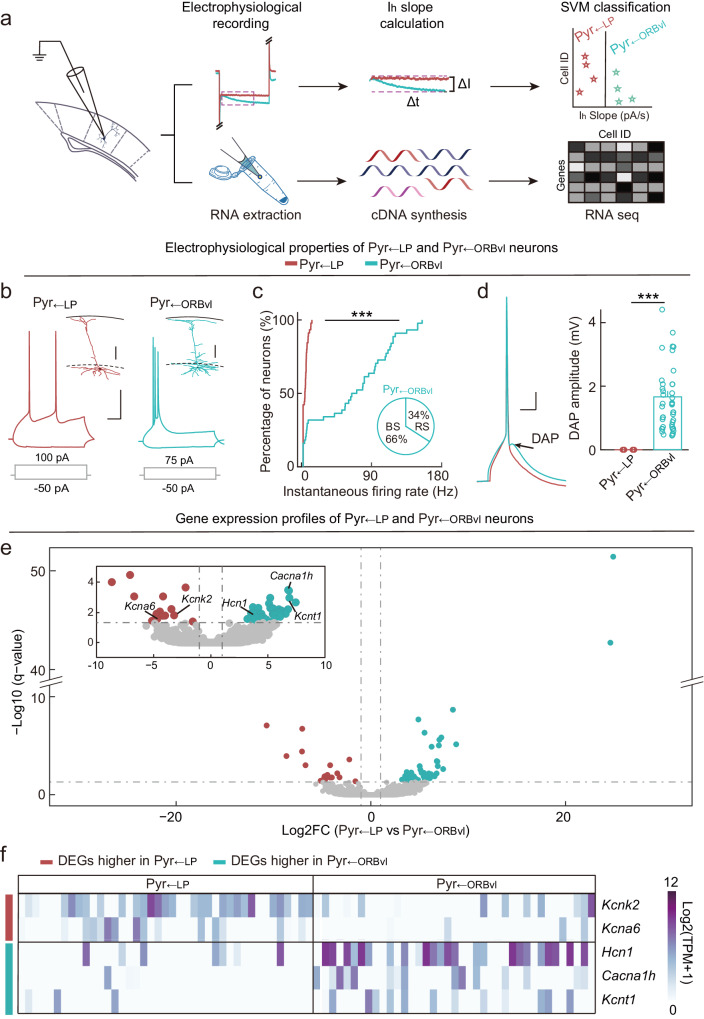
Pyr_←LP_ and Pyr_←ORBvl_ neurons exhibit distinct electrophysiological properties and gene-expression profiles. **a** Schematic of the Patch-seq experiment. **b** Examples of the firing pattern and morphology of Pyr_←LP_ (red) and Pyr_←ORBvl_ (green) neurons. For firing patterns, gray lines represent the current steps used to elicit the intended firing pattern; scale bars, 50 ms, 20 mV. For morphological reconstruction, the solid black line represents the pia mater; the dashed black line is the upper border of L5; the colored outline represents the somatodendritic region; scale bar, 100 μm. **c** Cumulative distributions of instantaneous firing rates of the first two action potentials (APs) elicited by positive current injection into Pyr_←LP_ (red) and Pyr_←ORBvl_ (green) neurons. All recorded Pyr_←LP_ neurons exhibited regular spiking (RS), whereas 34% of Pyr_←ORBvl_ showed RS and 66% exhibited burst spiking (BS) (*n* = 20 mice, 20 slices; Pyr_←LP_, *n* = 47 neurons; Pyr_←ORBvl_, *n* = 44 neurons; P = 6 × 10^−10^, two-sided Kolmogorov–Smirnov test). Inset, the percentage of Pyr_←ORBvl_ neurons exhibiting RS and BS. ***P < 0.001; two-sided Kolmogorov–Smirnov test. **d** Properties of Pyr_←LP_ and Pyr_←ORBvl_ neurons after a single AP. Left, for example, AP traces of Pyr_←LP_ (red) and Pyr_←ORBvl_ (green) neurons. Single AP was induced by a brief depolarizing current step (2 pA, 25 ms). Black arrow, DAP of Pyr_←ORBvl_ neurons. Scale bars, 20 ms, 20 mV. Right, DAP amplitude of Pyr_←LP_ and Pyr_←ORBvl_ neurons. P = 1 × 10^−18^, two-sided Wilcoxon rank-sum test. ***P < 0.001. **e** Volcano plot showing the differentially expressed genes (DEGs) between Pyr_←LP_ and Pyr_←ORBvl_ neurons. Red dots, DEGs with higher expression levels in Pyr_←LP_ neurons (*q* < 0.05 and log2FC (Pyr_←LP_ vs Pyr_←ORBvl_) <−1). Green dots, DEGs with higher expression levels in Pyr_←ORBvl_ neurons (*q* < 0.05 and log2FC (Pyr_←LP_ vs Pyr_←ORBvl_) >1). Inset, enlarged view of the genes with -log10 (*q* value) <5 and log2FC (Pyr_←LP_ vs Pyr_←ORBvl_) ranging between −10 to 10. Pyr_←LP_, *n* = 41 neurons; Pyr_←ORBvl_, *n* = 39 neurons. **f** Heat map for expression of selected DEGs in all examined Pyr_←LP_ and Pyr_←ORBvl_ neurons. Source data are provided as a Source Data file. Figure 6a adapted from Claudi, F. (2020). pyramidal neuron. Zenodo. 10.5281/zenodo.3925905 under a CC BY license: https://creativecommons.org/licenses/by/4.0/. Figure 6a adapted from Losch De Oliveira, D. (2020). Eppendorf tube. Zenodo. 10.5281/zenodo.3925953 under a CC BY license: https://creativecommons.org/licenses/by/4.0/. Figure 6a adapted from Bauer Negrini, G. (2020). DNA strand. Zenodo. 10.5281/zenodo.3926245 under a CC BY license: https://creativecommons.org/licenses/by/4.0/.

Regarding their distinct action potential (AP) characteristics, Pyr_←LP_ neurons had significantly higher AP thresholds than Pyr_←ORBvl_ neurons (Supplementary Fig. 8). All recorded Pyr_←LP_ neurons exhibited regular spiking (RS) in response to a near-threshold depolarizing current pulse injected into the cell bodies (47 out of 47, 100%), whereas most of the Pyr_←ORBvl_ neurons displayed bursting spiking (BS, 29 out of 44, 66%, Fig. 6b, c). Additionally, Pyr_←ORBvl_ neurons had significantly larger depolarizing afterpotential (DAP) following a single AP as compared to Pyr_←LP_ neurons, in which DAP were largely absent (Fig. 6d). These findings indicate that Pyr_←LP_ and Pyr_←ORBvl_ neurons employ distinct AP modes, indicating that they could convey distinct signals in the parallel processing of LP and ORBvl inputs.

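The neurons that passed the quality control were identified by matching the colours of the heat map of Supplementary Fig. 9a to the deposited values, and each of its 80 columns matched 1 neuron, 41 Pyr_←LP_ and 39 Pyr_←ORBvl_. This matching was made after the data had been examined. The sum of log2(x + 1) over *Slc32a1*, *Gad1* and *Gad2* was above 7 in 7 of the 11 neurons outside the heat map when x was TPM, which was rescaled from the deposited FPKM. It was 13.6 in Pyr_←LP_ neuron C6, 13.2 in C29, 8.36 in C31 and 9.38 in C34, and 11.1 in Pyr_←ORBvl_ neuron C3, 10.9 in C26 and 12.9 in C27. A further 3 neurons outside the heat map had the fewest detected genes of all 91, with 1221 in Pyr_←LP_ neuron C15, 1170 in Pyr_←ORBvl_ neuron C13 and 1015 in Pyr_←ORBvl_ neuron C19. The remaining one, Pyr_←LP_ neuron C44, had 2882 detected genes, 411884 counts and a sum of 0 on either scale, and the paper's text gives no reason for single neurons. Inside the heat map, the sum was 10.1 on the TPM scale and 7.17 on the count scale in Pyr_←ORBvl_ neuron C29. Pyr_←ORBvl_ neurons C5 and C11, also inside it, had 8.09 and 8.13 on the count scale and 6.40 and 6.31 on the TPM scale. No neuron had fewer than 500 counts in total, and the lowest total was 2410. Applied to the deposited counts, the exclusion rule of the Methods left 83 neurons, 44 Pyr_←LP_ and 39 Pyr_←ORBvl_, of which 77 are among the 80 in the heat map. Of the 4 forms of the rule set before the data were examined, 2 left 83 neurons and 2 left 79. Values are given for both the 80 and the 83 neurons.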

For the gene-expression profiles from the Patch-seq, 80 out of 91 L5 Pyrs passed the quality control (see Methods), including 41 Pyr_←LP_ neurons and 39 Pyr_←ORBvl_ neurons. The mean number of detectable genes per cell was 3247 ± 193 in Pyr_←LP_ neurons and 4013 ± 189 in Pyr_←ORBvl_ neurons (Supplementary Data 8–10). 

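Genes with at least 1 count were counted in each neuron. The number the authors list was within 10 of this count in 46 of 47 Pyr_←LP_ but only 21 of 44 Pyr_←ORBvl_ neurons. The other 23 values listed for Pyr_←ORBvl_ neurons were each within 10 of the count of another neuron. No value was reassigned, and the means below use the counts. Over the 80 neurons of the heat map, the mean was 3279 ± 194 (SEM, n = 41; SD 1240) detected genes in Pyr_←LP_ neurons and 3970.4 ± 182 (SEM, n = 39; SD 1136) in Pyr_←ORBvl_ neurons. The difference of 692 genes had p = 0.0106 in a two-sided permutation test. Over the 83 neurons, the mean was 3301 ± 203 (SEM, n = 44; SD 1343) in Pyr_←LP_ neurons and 3779.5 ± 205 (SEM, n = 39; SD 1281) in Pyr_←ORBvl_ neurons, and the difference of 479 genes was not past the 0.05 threshold (p = 0.0985, same test). The neurons outside the heat map had 3081 (C6), 3648 (C29), 6705 (C31), 11013 (C34) and 2882 (C44) detected genes among Pyr_←LP_ neurons and 3652 (C3), 5980 (C26) and 3937 (C27) among Pyr_←ORBvl_ neurons, besides the 3 neurons with the fewest. With all 91 neurons the difference was 410 genes (409.7, p = 0.206). Of the other settings tried on the 83 neurons, counting only genes with at least 5 counts moved the difference most, to 388 genes (p = 0.193). Within recording prefixes, the mean was higher in Pyr_←ORBvl_ neurons in 11 of the 14 prefixes with both types over the 80 neurons and in 10 of 14 over the 83, and with labels permuted only within prefixes the differences had p = 0.0615 and p = 0.161. After every neuron with at least 100000 counts was thinned to 100000 counts, the difference among those of the 80 neurons was 585 genes (p = 0.0393), with a higher mean in Pyr_←ORBvl_ neurons in 6 of the 11 prefixes that then held both types.

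**Figure D1:**
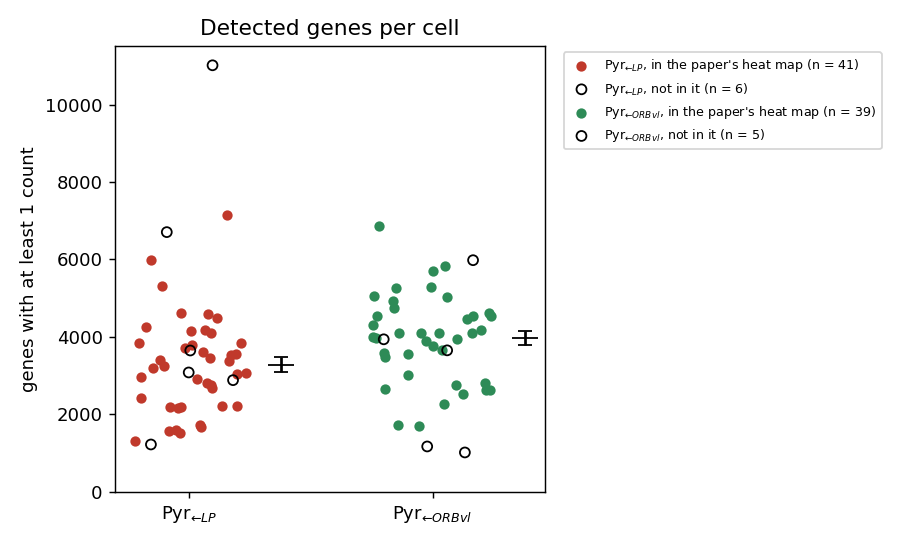
Number of genes with at least 1 count in each neuron, by type. Filled circles are the 80 neurons of Supplementary Fig. 9a, open circles the 11 others, and the bars to the right of each type give the mean and SEM of the filled circles, 3279 ± 194 and 3970.4 ± 182.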

We initially assessed the specificity of our sampling for the two neuron types based on the expression levels of a set of known markers^48,55^. As expected, we found that both Pyr_←LP_ and Pyr_←ORBvl_ neurons expressed pan-neuronal genes, such as *Snap25* (synaptosome-associated protein 25), and excitatory neuron genes, such as *Slc17a7* (vesicular glutamate transporter 1) (Supplementary Fig. 9). Moreover, and again supporting the specificity of sampling, both neuron types expressed a known L5 marker gene *Fezf2* (FEZ family zinc finger 2) (Supplementary Fig. 9).

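*Snap25* (chromosome 2 of GRCm38, 136713439 to 136782428) had at least 1 count in 100% of the 41 Pyr_←LP_ neurons (Wilson 95% confidence interval 91.4% to 100%) and of the 39 Pyr_←ORBvl_ neurons (91.0% to 100%) in the heat map. *Slc17a7* (chromosome 7, 45163921 to 45176139) had a count in 73.2% of Pyr_←LP_ neurons (30 of 41; 58.1% to 84.3%) and in 84.6% of Pyr_←ORBvl_ neurons (33 of 39; 70.3% to 92.8%). The shares did not differ detectably between the types (two-sided Fisher's exact test, p = 0.277). In the 83 neurons, *Snap25* was again detected in every neuron, and *Slc17a7* in 72.7% of Pyr_←LP_ neurons (32 of 44) and 79.5% of Pyr_←ORBvl_ neurons (31 of 39; p = 0.608, same test). With all 91 neurons, the 11 outside the heat map included, *Slc17a7* was detected in 35 of 47 Pyr_←LP_ and 36 of 44 Pyr_←ORBvl_ neurons. Requiring at least 5 counts lowered its shares most, to 59.1% and 69.2% over the 83 neurons, and lowered that of *Snap25* in Pyr_←ORBvl_ neurons to 97.4%.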

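*Fezf2* lies on chromosome 14 of GRCm38 from 12338992 to 12346803. Among the neurons of the heat map it had at least 1 count in 41.5% of Pyr_←LP_ neurons (17 of 41; Wilson 95% confidence interval 27.8% to 56.6%) and in 74.4% of Pyr_←ORBvl_ neurons (29 of 39; 58.9% to 85.4%), a difference with p = 0.00357 in a two-sided Fisher's exact test. In the 83 neurons the shares were 40.9% (18 of 44) and 69.2% (27 of 39; p = 0.0149, same test), and with all 91 neurons they were 42.6% and 72.7%. Among the neurons with at least 100000 counts, thinned to that total, the shares of 45.7% (16 of 35) and 66.7% (20 of 30) no longer differed past the threshold (p = 0.133). The log2 fold change of *Fezf2* was 1.46 (standard error 0.77, adjusted p = 0.592) over the 80 neurons and 1.12 (standard error 0.76, adjusted p = 0.735) over the 83, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.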

There were 67 differentially expressed genes (DEGs) between Pyr_←LP_ neurons and Pyr_←ORBvl_ neurons: 18 with elevated expression in Pyr_←LP_ neurons and 49 with elevated expression in Pyr_←ORBvl_ neurons (Fig. 6e, Supplementary Fig. 9, and Supplementary Data 11). 

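Over the 80 neurons of the heat map, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 94 of 7593 genes, 24 with higher expression in Pyr_←LP_ neurons and 70 with higher expression in Pyr_←ORBvl_ neurons. DESeq2 with its defaults called 70 genes in the same neurons, 21 higher in Pyr_←LP_ and 49 higher in Pyr_←ORBvl_ neurons. Of the 67 genes in Supplementary Data 11, 64 could be tested, and edgeR called 43 and DESeq2 55 of them. Over the 83 neurons, edgeR called 170 of 7542 genes, 104 higher in Pyr_←LP_ and 66 higher in Pyr_←ORBvl_ neurons. DESeq2 called 43 genes there, 20 and 23. Under 99 other splits of the 83 neurons into groups of the same sizes, edgeR called a median of 91 genes, between 52 and 137. Many of the genes edgeR called may therefore not reflect the types. Under 39 other splits of the 80 neurons, DESeq2 called a median of 5. Of the listed genes, 59 could be tested in the 83 neurons, and edgeR called 41 and DESeq2 33. Adjusted over the list alone, edgeR called 60 of the 64 in the 80 neurons and 54 of the 59 in the 83, which shows no stability, since the list is the paper's own call on these neurons. All listed genes but 1 changed in the listed direction under edgeR in each set. Adding Pyr_←LP_ neuron C44 to the 80 gave 95 genes with edgeR, and all 91 neurons gave 130. The number depended most on the filter on low counts. With the 83 neurons it was 4950 of 18100 genes without a filter and 2 of 2189 with edgeR's own filter. With the recording prefix as a block, 143 genes were called, 51 of them among the 170, and with the counts summed over the neurons of each type in each of 14 prefixes, 3 genes were called. In the heat map neurons, Pyr_←ORBvl_ neurons C5 and C11 had nearly the same counts (Pearson r = 0.993 across genes, which are not independent replicates). With their counts averaged into 1 neuron, edgeR called 162 genes, 88 higher in Pyr_←LP_ and 74 higher in Pyr_←ORBvl_ neurons. DESeq2 then called 58 genes, 18 and 40.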

Recalling the known role of HCN proteins in generating I_h_, it was unsurprising to note that expression of *Hcn1* was significantly higher in Pyr_←ORBvl_ neurons (*q* value = 0.03, Log2FC = 3.8). The elevation of the potassium channels *Kcna6* (potassium voltage-gated channel subfamily A member 6, also known as Kv1.6) and *Kcnk2* (potassium two-pore domain channel subfamily K member 2) in Pyr_←LP_ neurons, along with the elevation of *Kcnt1* (potassium sodium-activated channel subfamily T member 1, also known as K_Na_1.1) in Pyr_←ORBvl_ neurons, provides a basis for understanding the observed differences in electrophysiological properties. This is given the known roles of KCNA6, KCNK2, and KCNT1 proteins in repolarizing the membrane potential after an AP and in setting the resting membrane potential^56–59^. Moreover, the elevation of calcium channel *Cacna1h* (calcium voltage-gated channel subunit alpha1 H, which encodes Cav3.2 channels) in Pyr_←ORBvl_ neurons, compared to Pyr_←LP_ neurons, may contribute to generate burst spiking, given the known role of Cav3.2 channels in producing low-threshold calcium spikes^60^. Thus, our Patch-seq analysis characterized the distinctive AP modes used by these two L5 Pyr types and identified multiple DEGs with known functions relevant to their functional divergence.

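Each of the 3 potassium channel genes kept its direction in both sets of neurons. None was called in either by edgeR with the gene filter and without the prefix as a block. *Kcna6* (chromosome 6 of GRCm38, 126708328 to 126740834) had a count in 16 of 41 Pyr_←LP_ and 4 of 39 Pyr_←ORBvl_ neurons in the heat map. Its log2 fold change was -2.83 (standard error 1.01, adjusted p = 0.202) with edgeR's quasi-likelihood test and -4.81 (standard error 1.36, adjusted p = 0.0435) with DESeq2. *Kcnk2* (chromosome 1, 189207930 to 189402782) had a count in 27 and 12 neurons and log2 fold changes of -1.73 (standard error 0.91, adjusted p = 0.588) with edgeR and -3.45 (standard error 0.84, adjusted p = 0.00801) with DESeq2. *Kcnt1* (chromosome 2, 25863791 to 25918273) had a count in 3 and 13 neurons and log2 fold changes of 2.74 (standard error 1.04, adjusted p = 0.255) with edgeR and 6.19 (standard error 1.52, adjusted p = 0.00948) with DESeq2. With the 83 neurons, edgeR gave -1.62 (adjusted p = 0.657) for *Kcna6*, -1.81 (adjusted p = 0.466) for *Kcnk2* and 2.84 (adjusted p = 0.123) for *Kcnt1*. There, DESeq2 called *Kcnk2* (-3.61, adjusted p = 0.00819) and *Kcnt1* (6.10, adjusted p = 0.0161) but not *Kcna6* (-3.19, adjusted p = 0.662). Without its Cook's distance steps, which replace outlying counts, DESeq2 called none of these genes over the 83 neurons. It then gave -3.16 for *Kcna6*, -2.02 for *Kcnk2* and 3.35 for *Kcnt1*. With Pyr_←ORBvl_ neurons C5 and C11 averaged, *Kcna6* had an adjusted p of 0.0533 with DESeq2 over the 80 neurons, and with Pyr_←LP_ neuron C44 added it had 0.194. In the type with the higher expression in the heat map, the neuron with the most normalized counts held 34.8% of those of *Kcna6*, 30.3% of those of *Kcnk2* and 34.5% of those of *Kcnt1*. In the other type it held 46.6%, 54.9% and 72.6%. Mean *Kcna6* was higher in Pyr_←LP_ neurons in 10 of the 14 prefixes, higher in Pyr_←ORBvl_ neurons in 2 and without counts in 2. Mean *Kcnk2* was higher in Pyr_←LP_ neurons in 8 and higher in Pyr_←ORBvl_ neurons in 6. Mean *Kcnt1* was higher in Pyr_←ORBvl_ neurons in 7, higher in Pyr_←LP_ neurons in 3 and without counts in 4. With the prefix as a block over the 83 neurons, edgeR called *Kcna6* (-4.70, adjusted p = 0.00897) and *Kcnt1* (4.18, adjusted p = 0.0425) but not *Kcnk2* (-3.40, adjusted p = 0.917).

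**Figure D2:**
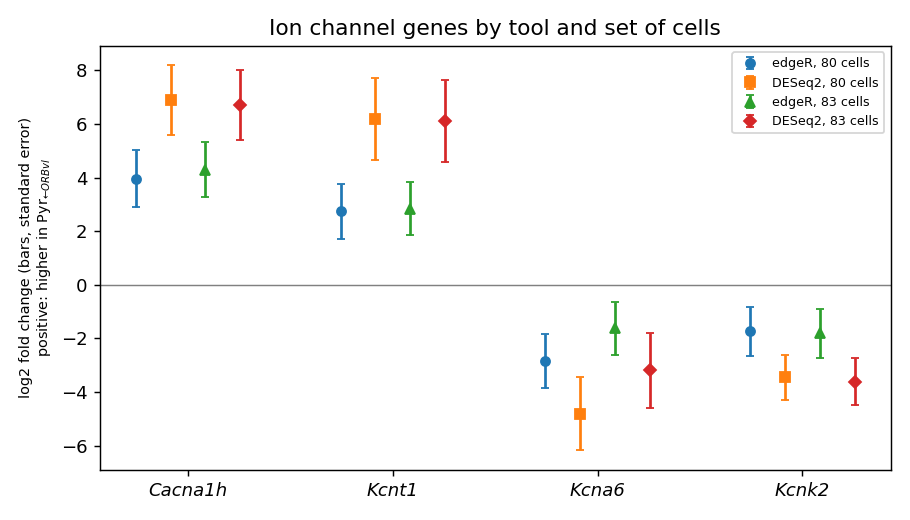
Log2 fold change of 4 ion channel genes between the types with each tool, over the 80 neurons of Supplementary Fig. 9a and over the 83 neurons, with bars of 1 standard error. *Kcnt1* had 2.74 with edgeR and 6.19 with DESeq2 over the 80 neurons. DESeq2 was run with its defaults, including its Cook's distance steps, which replace outlying counts.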

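*Cacna1h* lies on chromosome 17 of GRCm38 from 25374285 to 25436334. It had a count in 3 of 41 Pyr_←LP_ and 15 of 39 Pyr_←ORBvl_ neurons of the heat map, and its mean was 5.23 ± 32.8 (SD, n = 41) and 89.7 ± 219 (SD, n = 39) CPM (counts per 1000000 counts) after TMM normalization. One of the Pyr_←LP_ neurons held 98.1% of the normalized counts of that type. The log2 fold change was 3.95 (standard error 1.06, adjusted p = 0.0278, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6.89 with DESeq2 (standard error 1.31, adjusted p = 6.37e-05). With the 83 neurons it was 4.29 (standard error 1.02, adjusted p = 0.00776) with edgeR and 6.71 (standard error 1.32, adjusted p = 0.00024) with DESeq2, and with all 91 neurons 4.09 (adjusted p = 0.00787) with edgeR. Without its Cook's distance steps, which replace outlying counts, DESeq2 gave 3.50 over the 83 neurons and did not call *Cacna1h*. On log2(FPKM + 1) of the 83 neurons, limma gave a difference of 0.92 (adjusted p = 0.116), which was not called. Mean *Cacna1h* was higher in Pyr_←ORBvl_ neurons in 6 of the 14 prefixes, higher in Pyr_←LP_ neurons in 1 and without counts in 7, in each set of neurons. With the prefix as a block, the log2 fold change over the 83 neurons was 3.58 (adjusted p = 0.0329, edgeR).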

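The genes with the smallest adjusted p over the 83 neurons, 5 in each direction, were *Sema3e*, *Gm9748*, *Pde9a*, *Qrfpr* and *Mirg*, higher in Pyr_←ORBvl_ neurons, and *Necab1*, *Whrn*, *Pcdh15*, *Vstm2b* and *Gm11837*, higher in Pyr_←LP_ neurons. *Sema3e* had a count in 2 of 44 Pyr_←LP_ and 13 of 39 Pyr_←ORBvl_ neurons and a log2 fold change of 7.93 (standard error 1.05, adjusted p = 1.38e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Necab1* had a count in 23 Pyr_←LP_ neurons and 1 Pyr_←ORBvl_ neuron and a log2 fold change of -7.82 (standard error 1.10, adjusted p = 5.98e-08, same test). The annotated ends of *Necab1* and *Gm11837* overlap on chromosome 4, so their counts are uncertain. *Gm9748* had no count in any Pyr_←LP_ neuron and a count in 13 Pyr_←ORBvl_ neurons, and *Pcdh15* had a count in 15 Pyr_←LP_ neurons and in no Pyr_←ORBvl_ neuron. With the 80 neurons of the heat map, edgeR gave *Sema3e* a log2 fold change of 7.99 (adjusted p = 7.79e-08) and *Necab1* one of -4.08 (adjusted p = 0.0143). *Gm11837* was not called there (-2.20, adjusted p = 0.288). From the differences in *Kcna6*, *Kcnk2* and *Kcnt1* and the known roles of their proteins, the paper reasons that they help in understanding the different electrophysiological properties of the types, and it proposes that *Cacna1h* may contribute to burst spiking.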

### Pyr_←LP_ and Pyr_←ORBvl_ neurons, respectively mediate intracortical and subcortical output channels

L5 of V1 contains two major Pyr types: PT and IT neurons, mediating distinct output channels^4,37^. IT neurons preferentially targeting cortical areas and PT neurons targeting subcortical areas^39^. Both IT and PT neurons target the striatum, but IT neurons target the striatum in both hemispheres, whereas PT neurons only target the ipsilateral striatum^40^. Our results indicate that the LP and ORBvl inputs undergo parallel processing through two distinct Pyr types in L5 of V1. Seeking a deeper understanding of information processing as carried out by these two Pyr types, we next investigated the long-range output targets of Pyr_←LP_ and Pyr_←ORBvl_ neurons. We used retrograde AAV to label V1 long-range projecting neurons targeting cortical and subcortical areas, and then conducted patch-clamp recordings on the labeled L5 Pyrs (Fig. 7a). These neurons were next classified using the aforementioned SVM Classifier(I_h_).

**Fig. 7:**
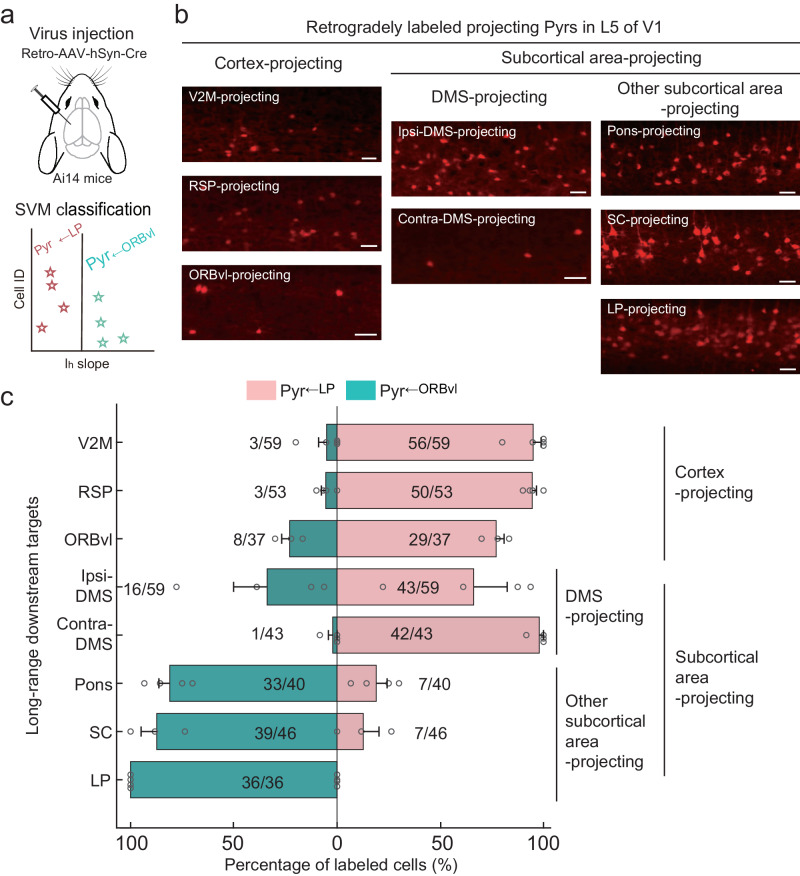
Pyr_←LP_ and Pyr_←ORBvl_ neurons exhibit distinct long-range output patterns. **a** Schematic for the Retro-AAV-mediated long-range output tracing experiment. **b** Fluorescence images showing the distribution of projecting Pyrs (red) in L5 of V1, retrogradely labeled by Retro-AAV injected in eight cortical and subcortical areas in loxP-flanked tdTomato reporter mice (Ai14 mice). Cortical areas: V2M, RSP, ORBvl. Subcortical areas: Ipsi- and contra-DMS, Pons, SC, and LP. Scale bars, 50 μm. **c** Proportion of Pyr_←LP_ and Pyr_←ORBvl_ neurons in labeled projecting Pyrs. The number of neurons in each group is indicated by the numbers displayed in the figure. V2M, *n* = 5 mice, five slices; RSP, *n* = 4 mice, five slices; ORBvl, *n* = 3 mice, three slices; Ipsi-DMS, *n* = 4 mice, fivde slices; Contra-DMS, *n* = 4 mice, five slices; Pons, *n* = 4 mice, six slices; SC, *n* = 3 mice, three slices; LP, *n* = 4 mice, four slices. Data were presented as the mean ± SEM. Source data are provided as a Source Data file. Figure 7a adapted from Petrucco, L. (2020). Mouse head schema. Zenodo. 10.5281/zenodo.3925903 under a CC BY license: https://creativecommons.org/licenses/by/4.0/.

Retrograde AAV expressing Cre (Retro-AAV-hSyn-Cre) was injected into nine distinct cortical and subcortical downstream targets of V1^4,16,18^ in loxP-flanked tdTomato reporter mice (Ai14 mice). The downstream cortical areas included the V2M, RSP, ACA, and ORBvl, while the subcortical areas included the ipsilateral and contralateral dorsal medial striatum (ipsi-DMS and contra-DMS), Pons, Superior Colliculus (SC), and LP. We observed distinct laminar distribution specificity among retrograde-labeled V1 neurons from various downstream targets. Neurons retrograde-labeled from cortical areas and the striatum were often distributed across both superficial (L2/3) and deep layers (L5 and L6), whereas neurons labeled from other subcortical areas (Pons, SC, and LP) exhibited a dense distribution specifically in L5 (Supplementary Fig. 10). Generally, retrograde-labeled neurons were observed in L5 (Fig. 7b), with the exception of ACA-projecting neurons, which were exclusively distributed in L2/3 and L6 (Supplementary Fig. 10).

Using the SVM Classifier(Ih), we determined that more than 78% of labeled L5 Pyrs projecting to cortical areas (V2M, RSP, and ORBvl) and contra-DMS were classified as Pyr_←LP_ neurons. In contrast, more than 82% of labeled L5 Pyrs projecting to other subcortical areas (Pons, SC, and LP) were classified as Pyr_←ORBvl_ neurons (Fig. 7c and Supplementary Fig. 11). Additionally, labeled L5 Pyrs from ipsi-DMS contained 27% Pyr_←ORBvl_ neurons and 73% Pyr_←LP_ neurons. Notably, we further conducted independent optogenetic activation experiments on L5 Pyrs projecting to a subset of these downstream targets, including the RSP, ipsi-DMS, and SC. These experiments confirmed that the recorded L5 projecting Pyrs exclusively receive either LP or ORBvl inputs, a selectivity pattern accurately predicted by the SVM Classifier(I_h_) (Supplementary Fig. 12). Specifically, we observed that 100% of L5 RSP-projecting Pyrs receive LP inputs, 100% of SC-projecting Pyrs receive ORBvl inputs, and among ipsi-DMS-projecting Pyrs 47% receive LP inputs while 53% receive ORBvl inputs. The SVM Classifier(I_h_) effectively distinguished Pyr_←LP_ and Pyr_←ORBvl_ neurons across these groups with 100% accuracy.

These results indicate that Pyr_←LP_ neurons preferentially innervate cortical areas and the striatum, whereas Pyr_←ORBvl_ neurons innervate subcortical areas, findings consistent with the innervation preferences of IT and PT neurons. Recent studies have shown that IT and PT neurons form parallel subnetworks for cortical processing, characterized by distinct spatiotemporal activity patterns based on behavioral state, as a basic feature of cortical functional architecture across dorsal cortical areas^61,62^. Together, our results indicate that LP and ORBvl inputs undergo parallel processing within the IT and PT subnetworks, which separately mediate intracortical and subcortical output channels.

### LP and ORBvl inputs drive mutual inhibition between two Pyr-type-specific subnetworks in L5 of V1

Recent studies have suggested that the functional integration of IT and PT subnetworks across the dorsal cortex might be dynamically gated by inhibitory and modulatory mechanisms based on brain states and behavioral demands^61,62^. To explore the interaction between distinct Pyr-type-specific subnetworks in L5 of V1 while processing LP and ORBvl inputs, we optogenetically activated each of these inputs and measured the evoked excitatory and inhibitory postsynaptic currents (EPSCs and IPSCs) in Pyr_←LP_ and Pyr_←ORBvl_ neurons.

To activate LP inputs in V1, we injected an AAV expressing ChR2 in excitatory neurons (AAV-CaMKIIα-ChR2-EYFP) into the LP (Fig. 8a). Activation of LP inputs induced both EPSCs and IPSCs in Pyr_←LP_ neurons (Fig. 8b, left). EPSCs had short onset latencies (4.5 ± 0.3 ms, mean ± SEM, *n* = 20 neurons), suggesting monosynaptic excitatory inputs. Notably, the latencies of IPSCs were significantly longer than for EPSCs (10.4 ± 1.1 ms, *P* = 6 × 10^−6^, two-sided Wilcoxon sign-rank test), suggesting multisynaptic inhibition. We observed a net inhibition in Pyr_←ORBvl_ neurons induced by LP inputs (IPSC, latency 10.9 ± 0.6 ms, *n* = 26 neurons, Fig. 8b, right). LP inputs drive significantly stronger inhibition relative to excitation in Pyr_←ORBvl_ neurons than in Pyr_←LP_ neurons, as shown by the I/(I + E) ratio (Fig. 8c and Supplementary Fig. 13). This suggests that LP inputs drive simultaneous activation of Pyr_←LP_ neurons and inhibition of Pyr_←ORBvl_ neurons.

**Fig. 8:**
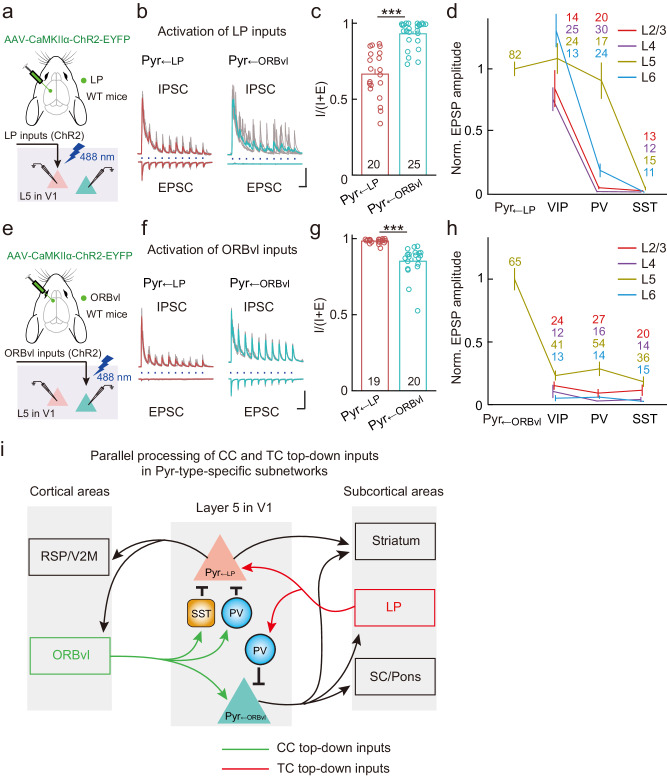
LP and ORBvl inputs drive mutual inhibition between Pyr_←LP_ and Pyr_←ORBvl_ neurons in L5 of V1. **a** Schematic of the slice experiment, illustrating the whole-cell recording conducted on individual Pyr_←LP_ (red) or Pyr_←ORBvl_ (green) neurons (one at a time), coupled with optogenetic activation of LP inputs. **b** EPSCs and IPSCs evoked by activating LP inputs in two example Pyrs. Gray traces are individual trials, while red and green traces are averages of 5 trials. Blue dots, 488-nm light stimulation, 10 Hz, 5 ms, 3.5 mW. Scale bars, 100 ms, 500 pA. Left, LP-input-evoked EPSCs (bottom) and IPSCs (top) in an example Pyr_←LP_ neuron. Right, similar to left, but for a Pyr_←ORBvl_ neuron. **c** Contribution of inhibitory inputs to total synaptic inputs, measured as IPSC_charge_/(IPSC_charge_ + EPSC_charge_). LP inputs drive significantly stronger inhibition relative to excitation in Pyr_←ORBvl_ neurons than in Pyr_←LP_ neurons. *P* = 5 × 10^−7^, two-sided Wilcoxon rank-sum test. *n* = 4 mice, five slices. **d** Normalized EPSP amplitudes in different cell types evoked by LP inputs (normalized to averaged EPSP amplitude of Pyr_←LP_ neurons in L5). The number of neurons in each group is indicated by the numbers displayed in the figure. **e**–**h** Similar to (**a**–**d**), but for ORBvl inputs. **g** ORBvl inputs drive significantly stronger inhibition relative to excitation in Pyr_←LP_ neurons than in Pyr_←ORBvl_ neurons. *P* = 1 × 10^−7^. *n* = 6 mice, seven slices. **h** Normalized to Pyr_←ORBvl_ neurons. **i** Summary of the parallel processing of ORBvl and LP inputs within two L5 Pyr-type-specific subnetworks in V1. The number of neurons in each group is indicated by the numbers displayed in the figure. ***P < 0.001, two-sided Wilcoxon rank-sum test. Data were presented as the mean ± SEM. Source data are provided as a Source Data file. Figure 8a, e adapted from Petrucco, L. (2020). Mouse head schema. Zenodo. 10.5281/zenodo.3925903 under a CC BY license: https://creativecommons.org/licenses/by/4.0/.

We also investigated the involvement of local GABAergic interneurons in LP-input-induced inhibition. Initially, we compared LP-input strengths on L5 Pyr_←LP_ neurons with those on major types of inhibitory neurons (PV+, SST+, and VIP+ neurons) across different layers. LP inputs strongly activated VIP+ neurons in L2-L6 and PV+ neurons in L5, doing so with comparable input strengths to Pyr_←LP_ neurons (Fig. 8d). Subsequently, we examined how each inhibitory neuron type inhibited Pyr_←LP_ and Pyr_←ORBvl_ neurons. Optogenetic activation of PV+ and SST+ neurons induced large IPSCs in both Pyr_←LP_ and Pyr_←ORBvl_ neurons, whereas activation of VIP+ neurons evoked only very weak IPSCs in both types, each constituting less than 8% of the IPSCs induced by PV+ neuron in Pyr_←ORBvl_ neurons (Supplementary Fig. 14). These results indicate that LP inputs can directly engage L5 PV+ neurons to inhibit Pyrs.

We next measured responses in Pyr_←LP_ and Pyr_←ORBvl_ neurons induced by ORBvl inputs (Fig. 8e and Supplementary Fig. 13). Activation of ORBvl inputs induced monosynaptic EPSCs and multisynaptic IPSCs in Pyr_←ORBvl_ neurons (EPSC latency, 3.7 ± 0.3 ms; IPSC latency, 6.6 ± 0.4 ms, mean ± SEM; *n* = 20 neurons, Fig. 8f). In Pyr_←LP_ neurons, only multisynaptic IPSCs were observed (IPSC latency, 7.2 ± 0.3 ms, mean ± SEM, *n* = 19 neurons). In contrast to LP inputs, ORBvl inputs drive significantly stronger inhibition relative to excitation in Pyr_←LP_ neurons than in Pyr_←ORBvl_ neurons (Fig. 8g), indicating that ORBvl inputs may simultaneously drive activation of Pyr_←ORBvl_ neurons and inhibition of Pyr_←LP_ neurons. ORBvl inputs were relatively weak in local inhibitory neurons, with L5 inhibitory neurons receiving the strongest ORBvl inputs (~20% of the input strength in Pyr_←ORBvl_ neurons, Fig. 8h). Note that our optogenetic activation profiling of ORBvl inputs revealed activation in 33% of L5 PV+ neurons and 25% of L5 SST+ neurons (Supplementary Fig. 4); thus, the inhibition induced by ORBvl inputs may be mediated by these inhibitory neurons. Together, these results demonstrate that LP and ORBvl inputs drive mutual inhibition between the two Pyr-type-specific subnetworks in L5 of V1 (likely involving PV+ and SST+ neurons), thus enabling dynamic gating of subnetwork functions.

## Discussion

In this study, we characterized the layer- and cell-type-specific organization of multiple CC and TC top-down inputs in V1, as well as their interactions in deep layers. Each top-down input to V1 engaged both excitatory and inhibitory neurons: CC and TC top-down inputs partially overlapped in superficial layers (L1 and L2/3), bypassed the medial layer (L4), and clearly segregated in deep layers (L5 and L6). Our datasets provide a valuable resource for understanding the neuronal mechanisms of top-down modulation of visual information processing. Further, we found that CC top-down inputs from the V2M and ACA undergo integrated processing in L6 Pyrs, whereas TC top-down inputs from the ORBvl and LP undergo parallel processing within two L5 Pyr-type-specific subnetworks, separately mediating subcortical and intracortical V1 output channels. Notably, ORBvl and LP inputs drive mutual inhibition between these two subnetworks in L5 of V1, potentially enabling dynamic gating of subnetwork functions in response to specific top-down modulation signals.

The visual cortex integrates both bottom-up and top-down inputs, contributing to form a unified visual perception^5,8,12,13^. Decades of studies have demonstrated the parallel processing of bottom-up inputs, starting at the retina and reaching V1 via retino-geniculo-cortical pathways, then advancing to higher cortical and thalamic areas^5–10^. Top-down inputs from higher-order cortical and thalamic areas to V1 are known to convey various dimensions of complex behavior-related signals to modulate visual processing^19–27,29,30^, yet the neuronal mechanisms are not yet well understood. Our systematic characterization of the layer- and cell-type-specific organization of CC (V2M, ACA, and ORBvl) and TC (LP) top-down inputs in V1 offers insights into sophisticated top-down modulation mediated by distinct excitatory and inhibitory neurons in V1 local circuits. This understanding should substantially facilitate investigations into how various top-down inputs integrate with bottom-up inputs to generate task-related top-down modulations of visual processing in V1.

CC and TC top-down inputs are known to target both superficial and deep layers in V1^1,3,4^. Previous studies have demonstrated that top-down inputs preferentially activate L1-INs and L2/3 VIP+ neurons, which inhibit PV+ and SST+ neurons to disinhibit Pyrs^17,21,34,36,63–65^. Our findings extend this understanding by showing varied cell-type preferences across layers: VIP+ neurons are strongly activated in both superficial and deep layers, whereas PV+ and SST+ neurons are selectively activated in deep layers. VIP+ neurons disinhibit Pyrs, while PV+ and SST+ neurons inhibit Pyrs^32,44,66–68^. The higher density of VIP+ neurons in superficial layers and PV+ and SST+ neurons in deep layers^32^ suggests a top-down modulation pattern wherein disinhibition dominates in superficial layers, gradually transitioning to increased inhibition in deep layers.

Cortical Pyrs have been divided by axonal projections into three main types: IT neurons preferentially innervating the cortex and striatum; PT neurons innervating subcortical areas; and corticothalamic neurons, which only innervate the thalamus^39^. These types overlap in deep layers, with IT and PT in L5, and IT and corticothalamic in L6. Our study has revealed the specificity of various CC and TC top-down inputs engaging distinct Pyr types in deep layers of V1. V2M and ACA inputs converge on L6 Pyrs, suggesting integrated processing of these inputs that likely involves both IT and corticothalamic neurons. And we found that ORBvl and LP inputs selectively activate PT (Pyr_←ORBvl_) and IT (Pyr_←LP_) neurons, each with distinct AP modes (BS spiking vs. RS spiking) and gene-expression profiles, indicating parallel processing of the information they convey in the PT and IT subnetworks.

The dendrites of Pyrs typically extend, and branch across multiple layers^39,44,69,70^, and the spatial distribution of specific inputs within dendritic arborization serve distinct functions: spatially clustered co-active synapses are more efficacious in driving postsynaptic neurons than spatially distributed synapses^71,72^. Previous studies using subcellular ChR2-assisted circuit mapping (sCRACM) revealed the subcellular organization of local and long-range excitatory inputs to Pyrs in sensorimotor cortices, findings helpful for predicting the interactions among these inputs within the dendrites of a single neuron^43,73^. A recent study employing sCRACM has shown that top-down inputs from V2 to V1 selectively modulate apical dendrites, but not basal dendrites of L5/L6 looped IT neurons that project back to V2^28^. Future studies using sCRACM to investigate the subcellular organization of other top-down inputs in V1—specifically examining whether their synapses are clustered or segregated—are likely to provide valuable insights. Such studies could significantly enhance our understanding of dendritic integration during the interactions among these multiple top-down inputs in V1 neurons.

PT neurons receive extensive inputs from local IT neurons; however, they provide little local feedback, a phenomenon observed in various cortical regions such as the V1, somatosensory, and frontal cortices^39,43,74,75^. Moreover, PT neurons in the barrel cortex are known to receive strong bottom-up TC inputs from the VPM, yet receive few top-down TC inputs from the PO^43,76^. These findings suggest that PT neurons may act as downstream integrators in local circuits: integrating the information from local IT neurons with bottom-up TC inputs and broadcasting the results to subcortical structures.

Recent behavioral studies suggest an alternative interpretation, proposing that IT and PT neurons form parallel subnetworks capable of independent processing. For instance, only PT neurons are required for tactile or visual perception in sensory cortices, while specific PT neurons in the secondary motor cortex are involved in motor generation^38,77–79^. Moreover, widefield calcium imaging assessing the spatial and temporal dynamics of Pyr-type-specific subnetworks during sensorimotor tasks has revealed distinct cortex-wide activity patterns for IT and PT neurons^61,62^. It is possible that information flow between IT and PT in local circuits is dynamically gated by inhibitory and modulatory mechanisms according to behavioral demand.

Building on this notion, our findings suggest a mechanism for the dynamic gating of information flow between IT and PT subnetworks. We found that LP and ORBvl inputs drive mutual inhibition between IT and PT subnetworks in V1. First, we observed that ORBvl inputs drive multisynaptic inhibition in IT neurons. Second, LP inputs induce multisynaptic inhibition in PT neurons (Pyr_←ORBvl_ neurons) without multisynaptic excitation from activated IT neurons (Pyr_←LP_ neurons), suggesting that LP inputs trigger APs in L5 PV+ neurons and lead to subthreshold excitation in IT neurons. Assuming that the multisynaptic inhibition resulting from LP inputs to PT neurons precedes excitation from activated IT neurons, it is plausible that LP inputs suppress PT neuron activity and thus temporally separate the activity of IT and PT neurons.

The neuronal mechanisms of top-down modulation of visual processing are being investigated actively^19,20,24–27^, yet the functional characterization of interactions between multiple top-down inputs is still in its infancy. Our study paves the way for future investigations in behaving animals using advanced imaging and optogenetic manipulation to explore how these top-down inputs interact with each other to enable nuanced task-related top-down modulations.

## Methods

The names of the companies and the catalog numbers for all reagents used in the study are listed in Supplementary Data 12.

### Animals

Animal care and the experimental protocols were approved by the Animal Committee of Shanghai Jiao Tong University School of Medicine and the Animal Committee of the Institute of Neuroscience, Chinese Academy of Sciences. Experiments were performed on wild-type (C57) and transgenic mice. The transgenic mice used were PV-Cre (Jackson lab stock #017320), SST-Cre (#013044), VIP-Cre (#010908), and loxP-flanked-tdTomato (Ai14) (#007914) mice. To visualize the interneurons, PV-, SST-, or VIP-Cre mice were crossed with Ai14 mice. Male and female mice aged 8 to 12 weeks were used. Mice were housed under a 12-h light/dark cycle, with temperatures maintained at 20–24 °C and humidity between 45 to 65%, ensuring optimal welfare and standard laboratory conditions, along with free access to food and water. Our experiments used male and female mice. We found no differences between male and female mice in the layer- and cell-type-specific innervation patterns of CC or TC top-down inputs in V1 or for interactions among these inputs in deep layers. Our experiments used male and female mice. We found no differences between male and female mice in the layer-and cell-type-specific innervation patterns of CC or TC top-down inputs in V1 or for interactions among these inputs in deep layers (Supplementary Figs. 15–18).

### Virus

The adeno-associated viruses AAV-DJ-CaMKIIα-ChR2-EYFP (genomic titer, 1 × 10^12^ gc/mL) was acquired from the WZ Biosciences. Retro-AAV-hSyn-Cre (5 × 10^12^ gc/mL), Retro-AAV-hSyn-mCherry (5 × 10^12;^gc/mL), and AAV9-hSyn-ChrimsonR-tdTomato (5 × 10^12^ gc/mL) were acquired from Brain VTA. All viral vectors were stored in aliquots at −80 °C until use.

### Surgery

#### Stereotaxic surgeries

Adult mice were anesthetized with isoflurane (5% induction and 1.5% maintenance) and placed on a stereotaxic frame (Ruiwode Life Science). The body temperature was maintained at 37 °C throughout the procedure using a heating pad. Eye ointment was applied to protect the animal’s eyes. After asepsis, the skin was incised to expose the skull, and the overlying connective tissue was carefully removed. A craniotomy with a diameter of ~0.5 mm was made above the injection site. Viruses were loaded in a sharp micropipette mounted on a Nanoject II attached to a micromanipulator and then injected at a speed of 60 nL per min. Coordinates used were as follows: V2M (Bregma, −2.5 mm; lateral, 1.5 mm; depth, 0.5 mm), ACA (Bregma, +0.3 mm; lateral, 0.3 mm; depth, 0.9 mm), ORBvl (Bregma, +2.5 mm; lateral, 1.3 mm; depth, 1.8 mm), LP (Bregma, −2.0 mm; lateral, 1.3 mm; depth, 2.6 mm), RSP (Bregma, −1.8 mm; lateral, 0.3 mm; depth, 0.5 mm), DMS (Bregma, 0.3 mm; lateral, 1.6 mm; depth, 1.8 mm), Pons (Bregma, −3.1 mm; lateral, 1.2 mm; depth, 4.7 mm), and SC (Bregma, −4.2 mm; lateral, 1.0 mm; depth, 1.8 mm).

#### Optogenetics and slice recording

To examine the input strengths of CC (V2M, ACA, ORBvl) and TC (LP) inputs in V1 Pyrs across layers, we injected an AAV expressing ChR2 in excitatory neurons (AAV-DJ-CaMKIIα-ChR2-EYFP) into the V2M (250 nL), ACA (300 nL), ORBvl (300 nL), and LP (75 nL) of wild-type mice. To examine the input strengths of CC and TC inputs in V1 inhibitory neurons, we injected AAV-DJ-CaMKIIα-ChR2-EYFP in the V2M, ACA, ORBvl, and LP of PV-, SST-, and VIP-Ai14 mice. To independently activate V2M and ACA inputs in the same animal, we injected an AAV expressing ChR2-EYFP in neurons in the V2M (AAV-CaMKIIα-ChR2-EYFP, 250 nL) and also injected an AAV expressing ChrimsonR-tdTomato in excitatory neurons in the ACA (AAV-hSyn-ChrimsonR-tdTomato, 300 nL) of wild-type mice. To independently activate ORBvl and LP inputs in the same animal, we injected an AAV expressing ChrimsonR-tdTomato in neurons in the LP (AAV-hSyn-ChrimsonR-tdTomato, 75 nL) and also injected an AAV expressing ChR2-EYFP in excitatory neurons in the ORBvl (AAV-CaMKIIα-ChR2-EYFP, 300 nL) of wild-type mice. To independently activate ORBvl and LP inputs and examine their input strengths in retrogradely labeled V1 projecting Pyrs, we injected an AAV expressing ChrimsonR-tdTomato in neurons in the LP (AAV-hSyn-ChrimsonR-tdTomato, 75 nL), injected an AAV expressing ChR2-EYFP in excitatory neurons in the ORBvl (AAV-CaMKIIα-ChR2-EYFP, 300 nL), and also injected a Retro-AAV expressing mCherry (Retro-AAV-hSyn-mCherry) into the RSP (300 nL), ipsi-DMS (300 nL), or SC (300 nL) of wild-type mice. To examine the EPSCs and IPSCs in L5 Pyrs elicited by ORBvl and LP inputs, we injected an AAV expressing ChR2 in excitatory neurons (AAV-DJ-CaMKIIα-ChR2-EYFP) into the ORBvl (300 nL) and LP (75 nL) of wild-type mice.

#### Retro-AAV-mediated retrograde tracing

For retrograde tracing from cortical and subcortical areas, we injected a retro-AAV expressing Cre (Retro-AAV-hSyn-Cre) into the V2M (100 nL), RSP (200 nL), ACA (300 nL), ORBvl (300 nL), ipsi-DMS (200 nL), contra-DMS (200 nL), Pons (100 nL), SC (100 nL), and LP (50 nL) of Ai14 mice. The histology experiments were performed 4 weeks after retro-AAV injection.

### In vitro electrophysiology

#### Slice preparation

Mice were anesthetized with 5% isoflurane. After decapitation, the brain was quickly dissected and immediately placed in ice-cold oxygenated NMDG-HEPES solution (in mM: NMDG 93, KCl 2.5, NaH_2_PO_4_ 1.2, NaHCO_3_ 30, HEPES 20, glucose 25, sodium ascorbate 5, thiourea 2, sodium pyruvate 3, MgSO_4_.7H_2_O 10, CaCl_2_.2H_2_O 0.5 and NAC 12, at pH 7.4, adjusted with HCl), and coronal sections of brain slices were made with a vibratome. Slices (250-μm thick) were recovered in oxygenated NMDG-HEPES solution at 32 °C for 10 min and then maintained in an incubation chamber with oxygenated standard artificial cerebrospinal fluid (ACSF) (in mM: NaCl 125, KCl 3, CaCl_2_ 2, MgCl_2_ 1, NaH_2_PO_4_ 1.25, sodium ascorbate 1.3, NaHCO_3_ 26, glucose 10) at 30 °C for 1–4 h before recording.

#### Whole-cell recording

Whole-cell recordings were made at 30 °C in oxygenated standard ACSF. To examine the monosynaptic input strength of each CC and TC input in V1 neurons, EPSPs were recorded using a potassium-based internal solution (in mM: K-gluconate 135, KCl 5, HEPES 10, EGTA 0.3, MgATP 4, Na_2_GTP 0.3, and Na_2_-phosphocreatine 10, at pH 7.3, adjusted with KOH, 290–300 mOsm). TTX (1 μM) and 4-aminopyridine (100 μM) were bath applied to block action potentials and permit direct depolarization of axon terminals by ChR2 activation with 5-ms pulses of blue light^43^. In experiments where LP and ORBvl inputs were activated alternately, EPSCs were also recorded using this potassium-based internal solution.

To examine the EPSCs and IPSCs in L5 Pyrs evoked by LP and ORBvl inputs, we used a cesium-based internal solution (in mM: CsMeSO_4_ 125, CsCl 2, HEPES 10, EGTA 0.5, MgATP 4, Na_2_GTP 0.3, Na_2_-phosphocreatine 10, TEACl 5, QX-314 3.5, at pH 7.3, adjusted with CsOH, 290–300 mOsm). EPSCs and IPSCs were isolated by clamping the membrane potential of the recorded neuron at the reversal potential of inhibitory and excitatory synaptic currents, respectively. To measure the inhibition on L5 Pyrs induced by various cortical inhibitory neuron types, IPSCs were also recorded using this cesium-based internal solution.

The resistance of the patch pipette was 3–5 MΩ. The cells were excluded if the access resistance exceeded 40 MΩ or varied by more than 20% during the recording period. Data were recorded with a Multiclamp 700B amplifier (Axon Instruments), filtered at 2 kHz, and digitized with a Digidata 1550B (Axon Instruments) at 10 kHz. Recordings were analyzed using custom software.

After completion of the electrophysiological recordings, the vertical cell depth from the pial surface was measured. Based on the measured distance, we assigned the recorded neurons to specific cortical layers. The layer boundaries were determined based on Allen Mouse Brain Atlas^80^.

For the experiments in Figs. 1, 2, we recorded neurons simultaneously in each layer in at least five mice in each group. For the majority of recorded animals, we recorded neurons simultaneously in three or more layers. The numbers of mice recorded with different numbers of layers in Fig. 1 are listed in Supplementary Data 13.

#### Data analysis

The resting membrane potential (RMP) was recorded soon after break-in at I = 0. During voltage-clamp recordings (holding at −70 mV), a −10 mV voltage step lasting 300 ms was applied to compute both the input resistance (Rin) and the access resistance (Ra). The initial transient current response to this voltage step (ΔI_transient_) was used to derive the Ra, while the steady-state current that followed the transient (ΔI_steady_) was used to derive the Rin. Both resistances were determined using Ohm’s law: Ra = ΔV/ΔI_transient_; Rin = ΔV/ΔI_steady_, where ΔV indicates the −10 mV voltage change. During this −10 mV voltage step, we observed the I_h_. The slope of I_h_ was calculated as I_h_ slope = ΔI_5–265_/Δt. Where ΔI_5–265_ is the change in current from 5 to 265 ms during the −10 mV voltage step, and Δt is its duration (260 ms).

During current clamp recordings, we analyzed the properties of the action potential (AP). The instantaneous firing rate was calculated as the reciprocal of the inter-spike interval (ISI) of the first two spikes observed during a series of depolarizing current steps (25 pA/step, each lasting 500 ms). Regular spiking was defined as generating single APs in response to near-threshold depolarization, whereas burst spiking was defined as generating a complex of two or more APs in response to near-threshold depolarization. Single AP induced by a brief depolarizing current step (2 pA, 25 ms) was analyzed for AP threshold and depolarizing afterpolarization (DAP). The AP threshold was identified as the voltage where there was a sharp increase in the rate of voltage change. The membrane voltages were plotted against their first-time derivative (dV/dt, phase-plane plot), and the AP threshold was selected as the voltage at which dV/dt exceeded three times the standard deviation of all the preceding data points. The amplitude of DAP was calculated as the peak amplitude of DAP relative to the minimum value of the fast afterhyperpolarizations^81^. In cases where DAPs were absent, we marked them with an amplitude of 0, as described by Hattox and Nelson (2007).

### Optogenetic manipulation

For optogenetic activation of axons from CC and TC top-down inputs in V1, we used an X-cite LED (Lumen Dynamics Group) controlled by a stimulator (Master8). We activated ChR2 using blue light bandpass filtered at 419–465 nm (Semrock) and ChrimsonR with red light filtered at 610–650 nm (Semrock). This filtered light was delivered through a 40× 0.8 NA water immersion lens. To systematically characterize CC and TC top-down inputs in V1 neurons, we delivered pulse trains of blue light (3.5 mW, 10 Hz, 5 ms). For independent activation of ORBvl and LP inputs using ChR2 and ChrimsonR within the same brain slice, we alternated between pulse trains of blue light (3.5 mW, 10 Hz, 1 ms) and red light (3.5 mW, 10 Hz, 1 ms). For measuring EPSCs and IPSCs in L5 Pyrs driven by ORBvl and LP inputs, we used pulse trains of blue light (3.5 mW, 10 Hz, 5 ms).

### Histology and anatomical data analysis

To visualize the distribution of axons from CC and TC top-down inputs in fluorescence images, we used the following procedures: Mice were deeply anesthetized using isoflurane and promptly perfused with chilled 0.1 M phosphate-buffered saline (PBS), followed by a 4% paraformaldehyde (w/v) solution in PBS. The brain was then extracted and postfixed in the same solution overnight at 4 °C. After fixation, the brain was immersed in a 30% sucrose (w/v) solution in PBS and kept for 1–2 days at 4 °C. Once embedded and frozen, the brain was sectioned into 40-μm-thick coronal slices with a cryostat. After preparing the slices, they were rehydrated in PBS for 30 min and mounted using VECTASHIELD mounting medium infused with 4’,6-diamidino-2-phenylindole (DAPI). Imaging was carried out using high-throughput slide scanners (VS120, Olympus) for comprehensive visualization and subsequent analysis. In addition, select representative slices were imaged using a confocal microscope (Olympus FV-3000). The same procedures were also used to visualize the distribution of V1 neurons retrogradely labeled from various cortical and subcortical downstream targets.

For the quantification of axon intensity in V1 shown in Figs. 1, 3 animals were analyzed for each input (two slices per animal). Vertical fluorescence profiles of EYFP- or tdTomato-expressing axons were measured using ImageJ after subtracting background fluorescence from a hippocampal area devoid of labeled axons.

To visualize the recorded Pyr_←ORBvl_ and Pyr_←LP_ neurons, we used the following procedures: After whole-cell recording, slices with cells filled with biocytin were fixed in 4% paraformaldehyde for 1 h at room temperature. Slices were then rinsed in 0.01 M PBS three times, and transferred to 0.5% Triton X-100 for 5 min and then incubated in a blocking solution (5% BSA in PBS) for 1 h. After that, slices were incubated with streptavidin (1:1000, DyLight 549 Streptavidin, Cat. No: SA-5549, Vector Laboratories, Burlingame, CA) overnight at 4 °C. For 3D reconstruction of labeled cells, z-stack images (0.5 μm per image) were acquired with a 20× air objective on a confocal microscope (Olympus FV-3000) and processed using ImageJ.

### Classification based on SVM classifier

SVM classification is implemented with the fitcsvm function in the MATLAB statistics toolbox using a linear kernel and a uniform prior. We used the I_h_-slope data of 82 Pyr_←LP_ and 65 Pyr_←ORBvl_ neurons, derived from a dataset of individual activation of LP and ORBvl inputs (from Fig. 1k–t), to train the “SVM Classifier(I_h_)”. The classifier performance was evaluated via tenfold cross-validation using the same I_h_-slope data. The classifier performance is also tested on 1000 instances of shuffled labels to obtain the 95% confidence interval. We then used the SVM Classifier(I_h_) to classify Pyr_←LP_ and Pyr_←ORBvl_ neurons based on their I_h_ slope in subsequent experiments. The prediction accuracy of the SVM Classifier(I_h_) is calculated as the number of correct predictions divided by the total number of predictions.

### Patch-seq recording and RNA sequencing of patched cells

Patch-seq recording was performed following the method described by ref. ^53^. Briefly, following electrophysiological recording, single L5 Pyrs were collected immediately by applying light negative pressure through the same glass patch pipette. Special care was taken to maintain the integrity of the seal between the pipette and the cell membrane throughout the procedure to prevent contamination from the extracellular environment. Only cells whose entire somatic compartment (including their nucleus) were visibly aspirated into the micropipette were further processed.

Following successful aspiration, the contents of the pipette were immediately ejected into an RNase-free PCR tube containing 4 μL lysis buffer and stored immediately on dry ice until −80 °C storage. cDNA libraries were produced using a Smart-seq2-based Single Cell Full-Length mRNA-Amplification Kit (N712, Vazyme) according to the manufacturer’s instructions. The size distributions and concentrations of the cDNA libraries were assessed using an Agilent Bioanalyzer 2100. Samples with less than 1 ng of total cDNA in the final volume of 15 μL, or with an average size smaller than 1500 bp, were not sequenced. To construct the final sequencing libraries, 1 ng of purified cDNA from each sample was tagmented using an Illumina Nextera XT Library Preparation kit (TD503 Vazyme). The DNA was sequenced from paired ends (150 bp) with standard Illumina Nextera i5 and i7 index primers (8 bp each) using an Illumina Hiseq xten instrument.

50-bp paired-end reads were aligned to GRCm38 (mm10) using a RefSeq annotation gff file (https://www.ncbi.nlm.nih.gov/genome/annotation_euk/all). Sequence alignment was performed using STAR v2.5.3^82^ in two pass mode. PCR duplicates were masked and removed using the STAR option ‘bamRemoveDuplicates’. Only uniquely aligned reads were used for gene quantification. Gene counts were computed using the R Genomic Alignments package^83^.

### Transcriptome data analysis

A total of 91 neurons were sequenced in our study. We excluded four cells as the sum of counts across all genes in each of these cells was below 500. Following this, we log-transformed all counts using a log2(x + 1) transformation^54^ and initially assessed the specificity of our sampling based on the expression levels of pan-neuronal genes (*Actb*, *Syt4*, *Atp1a3*, *Syt1*, *Calm1*, *Arpp21*, and *Snap25*), cortical excitatory neuron genes (*Gria2*, *Camk2a*, and *Slc17a7*), GABAergic inhibitory neuron genes (*Slc32a1*, *Gad1*, and *Gad2*) and glial marker genes (*Adarb2*, *Gfap*, *Aqp4*, and *Mlc1*) in single neuronal transcriptomes of all neurons (Supplementary Fig. 9). An additional seven cells were excluded due to high levels of inhibitory neuron genes. This was defined as the sum of the log2(x + 1) value of the three inhibitory neuron marker genes exceeding 7.

The raw read count table was then used to identify the differentially expressed genes between the Pyr_←ORBvl_ and Pyr_←LP_ neurons using the DESsq2 v.1.40.2 R package^84^. We excluded genes expressed in fewer than ten cells (count 5). Genes with *q* values < 0.05 and either FC > 2 or FC < 0.5 were considered as differentially expressed genes (DEGs).

### Quantification and statistical analysis

Statistical analysis was performed using MATLAB, SPSS, and R. The selection of statistical tests was based on previous studies. All statistical tests were two-sided. The exact number of mice and recorded cells were described in figure legends and source data. Statistical method, statistics, and corresponding *P* values were reported in the figure legends and Supplementary Data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings of this study are included in the figures and supporting files. The sequencing data generated in this study have been deposited in the Gene-Expression Omnibus repository under the accession code GSE246589. Source data are provided with this paper.

# Supplementary material for: Organization of corticocortical and thalamocortical top-down inputs in the primary visual cortex
**Source:** Nat Commun. 2024 May 27;15:4495. doi: 10.1038/s41467-024-48924-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**Organization of Corticocortical and Thalamocortical Top-down  
Inputs in the Primary Visual Cortex**

Yanmei Liu<sup>1,2§</sup>, Jiahe Zhang<sup>1,2§</sup>, Zhishan Jiang<sup>1,2</sup>, Meiling Qin<sup>3</sup>, Min Xu<sup>3</sup>, Siyu Zhang<sup>1,2\*</sup>, Guofen Ma<sup>1,2\*</sup>

## Supplementary figures and legends

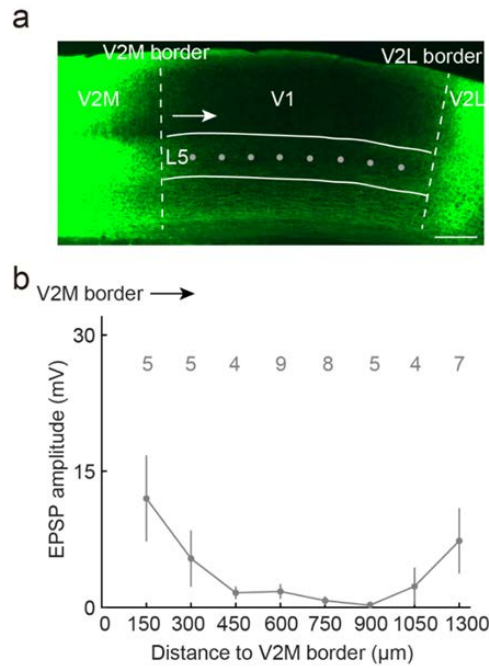

**Supplementary Fig. 1. Strengths of V2M inputs in relation to the distance between the recorded V1 L5 Pyrs and the V2M border.** **a**, Fluorescent image showing the distribution of V2M axons (green) in V1. Gray dots represent the recording sites of V1 Pyrs. Scale bar, 200  $\mu$ m. **b**, EPSC amplitude in V1 L5 Pyrs evoked by activation of V2M inputs. The number of neurons in each position is indicated by the numbers displayed in the figure.  $n = 3$  mice, 3slices. Data are presented as the mean  $\pm$  SEM. Source data are provided as a Source Data file.

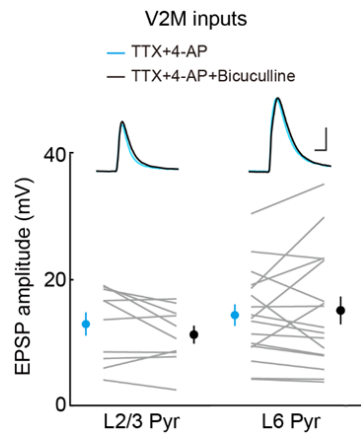

**Supplementary Fig. 2. Antagonist of GABA<sub>A</sub> receptors has no effect on the EPSP amplitude of V2M inputs on V1 Pyrs.** Top, example EPSPs recorded with (black) and without (blue) bicuculline. Bottom, bath application of bicuculline (a GABA<sub>A</sub> receptor antagonist, 20  $\mu$ M), in the presence of TTX and 4-AP (blocking local neuron spikes), caused no significant changes in the EPSP amplitudes of V2M inputs on both L2/3 and L6 Pyrs in V1. L2/3 Pyrs,  $n = 4$  mice, 10 slices, 10 neurons,  $P = 0.28$ , Wilcoxon signed-rank test. L6 Pyrs,  $n = 4$  mice, 17 slices, 17 neurons,  $P = 0.79$ . Scale bars, 5 mV, 25 ms. Data are presented as the mean  $\pm$  SEM. Source data are provided as a Source Data file.

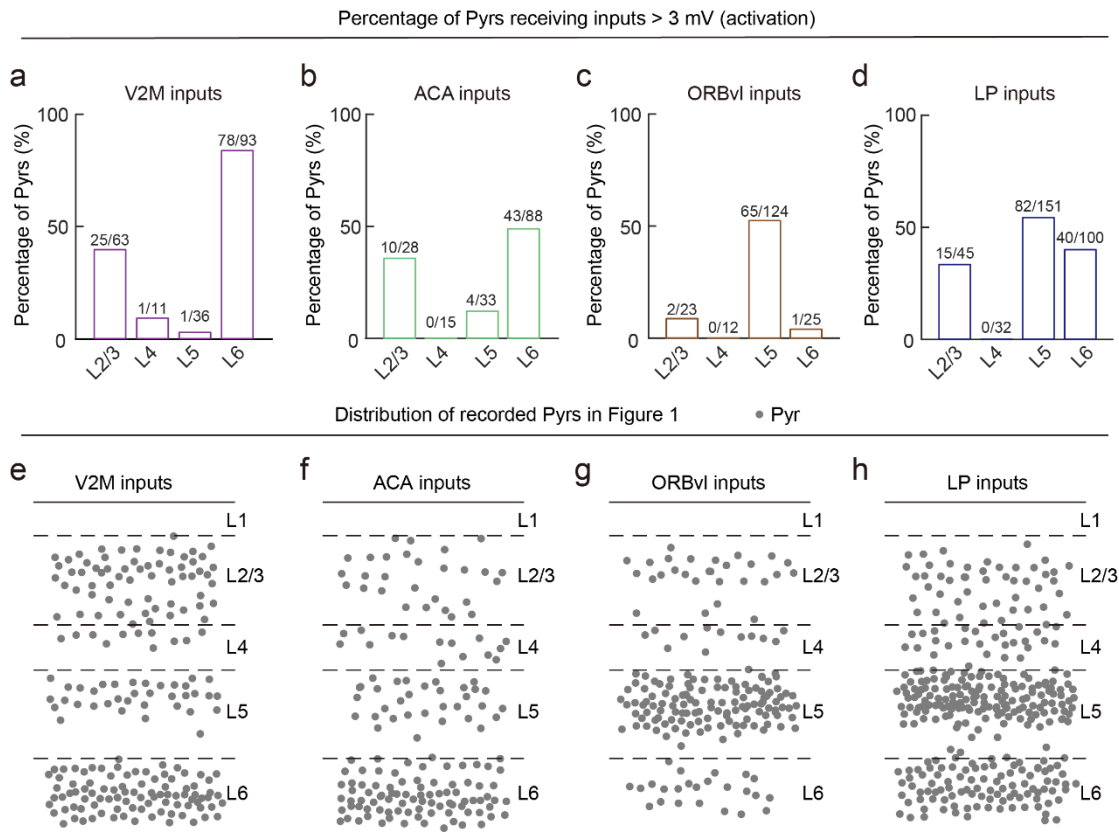

**Supplementary Fig. 3. Proportion of V1 Pyrs activated by each CC and TC input across different layers and the distribution of recorded V1 Pyrs.** **a**, Percentage of Pyrs in V1 receiving V2M inputs exceeding 3 mV across different layers. **b**, Similar to **a**, but for ACA inputs. **c**, Similar to **a**, but for ORBvl inputs. **d**, Similar to **a**, but for LP inputs. **e**, Distribution of recorded Pyrs in experiments involving optogenetic activation of V2M inputs. **f-h**, Similar to **e**, but for the experiments involving optogenetic activation of ACA, ORBvl, and LP inputs. Source data are provided as a Source Data file.

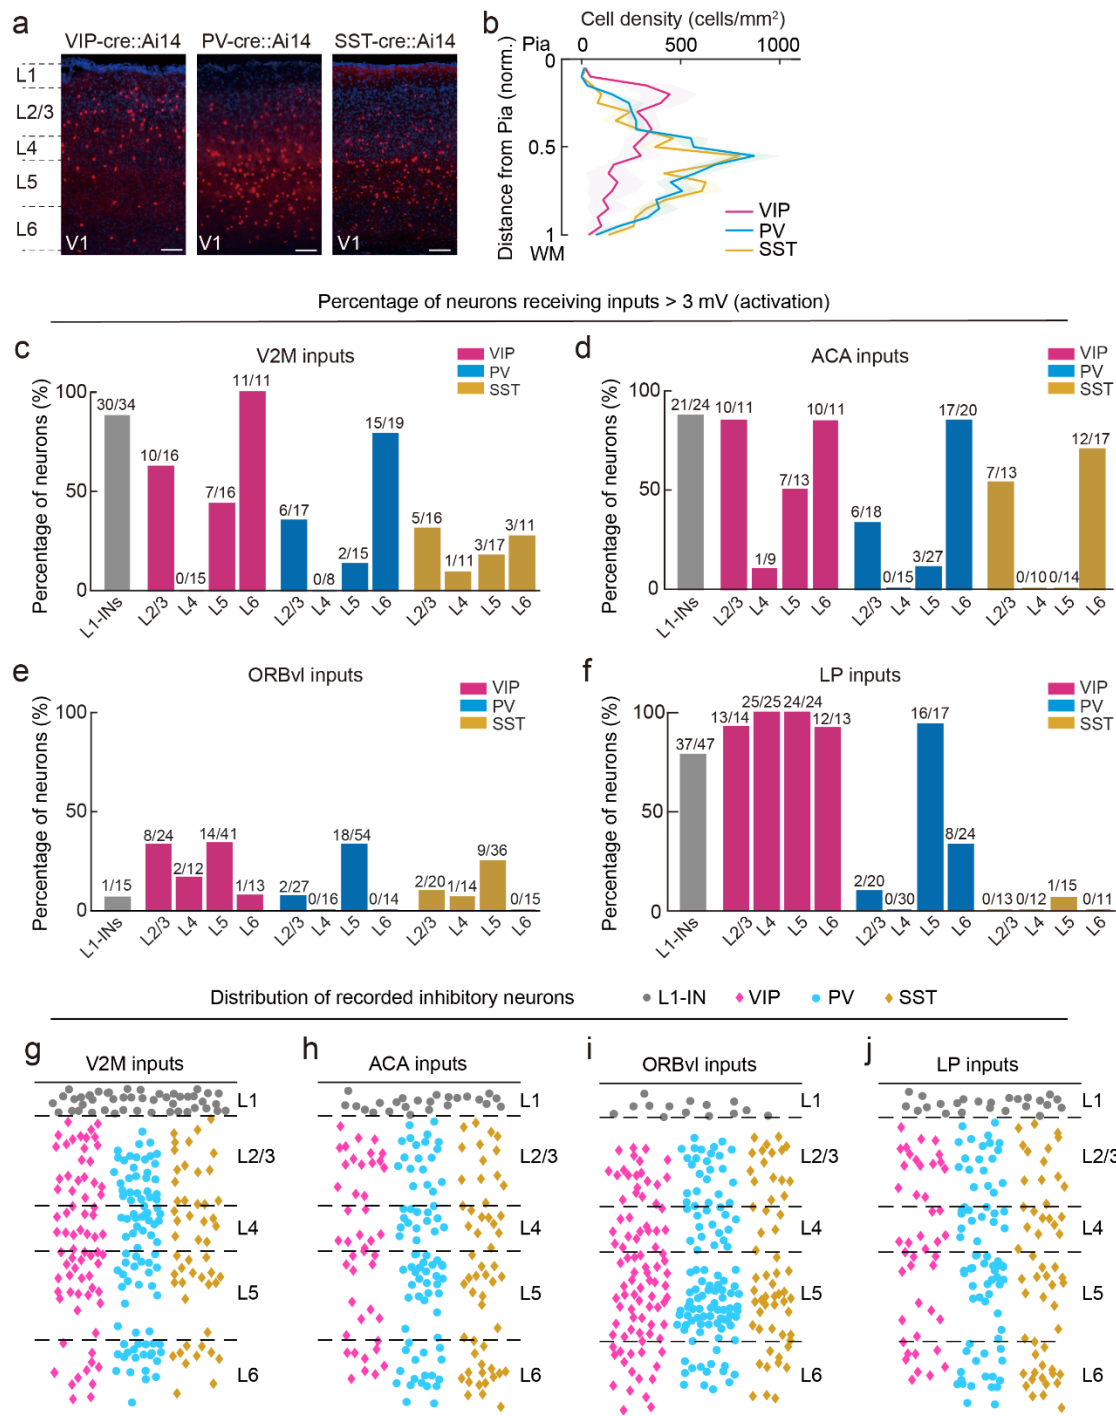

**Supplementary Fig. 4. Proportion of V1 inhibitory neurons activated by each CC and TC input across different layers and the distribution of recorded V1 inhibitory neurons. a,** Fluorescent images showing the distribution of VIP+, PV+ and SST+ neurons across different layers in V1. Red, VIP+, PV+, and SST+ neurons expressing tdTomato. Blue, DAPI. Scale bar, 100  $\mu$ m. **b,** The cell density of VIP+ (red), PV+ (blue) and SST+ (yellow) neurons across layers in V1. Colored shading,  $\pm$ SEM. VIP+ neurons, n = 5 mice; PV+ neurons, n = 6; SST+ neurons,

n = 4. **c**, Percentage of four types of inhibitory neurons (L1-INs, VIP+, PV+, and SST+ neurons) in V1 receiving V2M inputs exceeding 3 mV in each layer. **d**, Similar to **c**, but for ACA inputs. **e**, Similar to **c**, but for ORBvl inputs. **f**, Similar to **c**, but for LP inputs. The number of neurons in each group is indicated by the numbers displayed in the figure. **g**, Distribution of recorded inhibitory neurons in experiments involving optogenetic activation of V2M inputs. **h-j**, Similar to **g**, but for experiments involving optogenetic activation of ACA, ORBvl, and LP inputs. Source data are provided as a Source Data file.

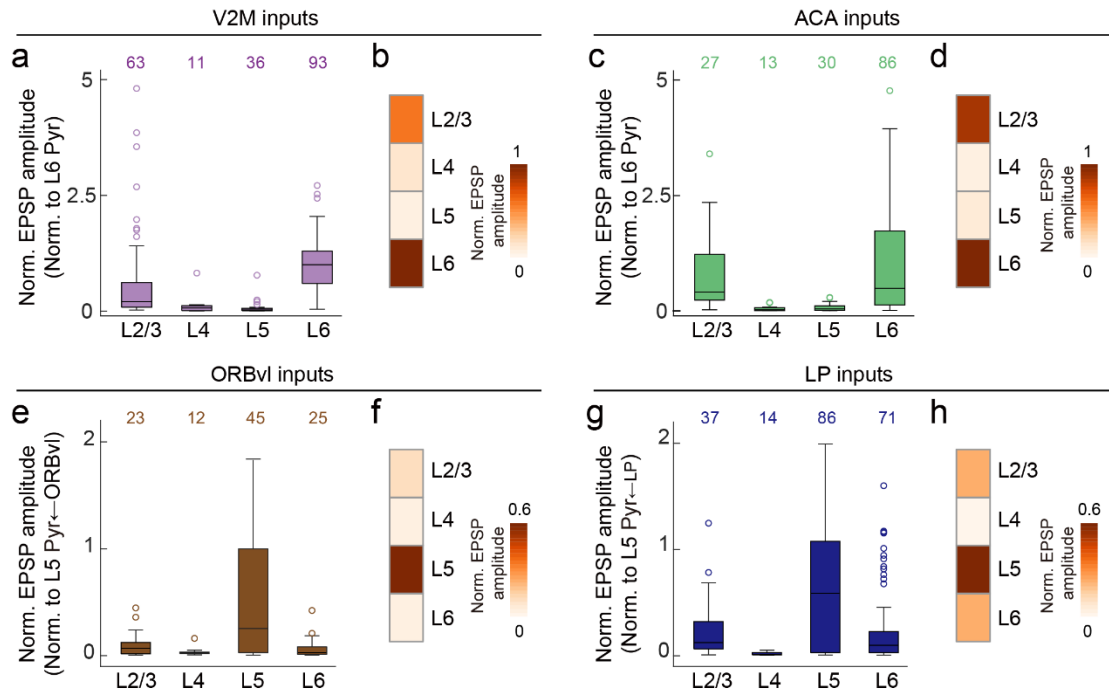

**Supplementary Fig. 5. Layer specificity of CC and TC top-down inputs based on normalized EPSP amplitude.** **a**, Distribution of normalized EPSP amplitude from Pyrs in different layers. Edges, 25<sup>th</sup> and 75<sup>th</sup> percentiles; central line, median; whiskers, 1.5× the interquartile range of the edges. Circles are outliers, defined as values more than 3 times the interquartile range (IQR) from the median. V2M inputs activated the Pyrs in L2/3 and L6, with the strongest input strength in L6 (significant differences were observed across layers  $F(3,199) = 20.7$ ,  $P = 1 \times 10^{-11}$ , one-way ANOVA; L6 vs. other layers,  $P < 0.002$ , Tukey's post hoc test). **b**, Matrix of normalized EPSP amplitude in Pyrs across layers of V1 for V2M inputs. **c-d**, Similar to **a-b**, but for ACA inputs. ACA inputs activated the Pyrs in L2/3 and L6, with stronger input strength in L6 (significant differences were observed across layers,  $F(3,152) = 10.2$ ,  $P = 4 \times 10^{-6}$ , one-way ANOVA; L6 vs. L4 and L5,  $P < 0.004$ ; L6 vs. L2/3,  $P = 0.87$ , Tukey's post hoc test). **e-f**, Similar to **a-b**, but for ORBvl inputs. ORBvl inputs only activated the Pyrs in L5 (significant differences were observed across layers,  $F(3,101) = 13.4$ ,  $P = 2 \times 10^{-7}$ , one-way ANOVA; L5 vs. other layers,  $P < 5 \times 10^{-4}$ , Tukey's post hoc test). **g-h**, Similar to **a-b**, but for LP inputs. LP inputs activated the Pyrs in L2/3, L5, and L6, with the strongest input strength in L5 (significant differences were observed across layers,  $F(3,204) = 15.8$ ,  $P = 3 \times 10^{-9}$ , one-way ANOVA; L5 vs. other layers,  $P < 2 \times 10^{-5}$ , Tukey's post hoc test). The number of neurons in each group is indicated by the numbers displayed in the figure. The EPSP amplitudes of V2M and ACA inputs were

normalized to the averaged L6 Pyr EPSP amplitude recorded the same day. Given the observed heterogeneity in L5 Pyr subtypes responding to ORBv1 and LP inputs, we normalized the EPSP amplitudes of ORBv1 and LP inputs to the average for  $\text{Pyr}_{\leftarrow \text{ORBv1}}$  and for  $\text{Pyr}_{\leftarrow \text{LP}}$  neurons. The included data are from Pyrs recorded from at least two layers in the same brain slice, including the layer with the strongest response (L6 for V2M and ACA inputs, and L5 for ORBv1 and LP inputs). Source data are provided as a Source Data file.

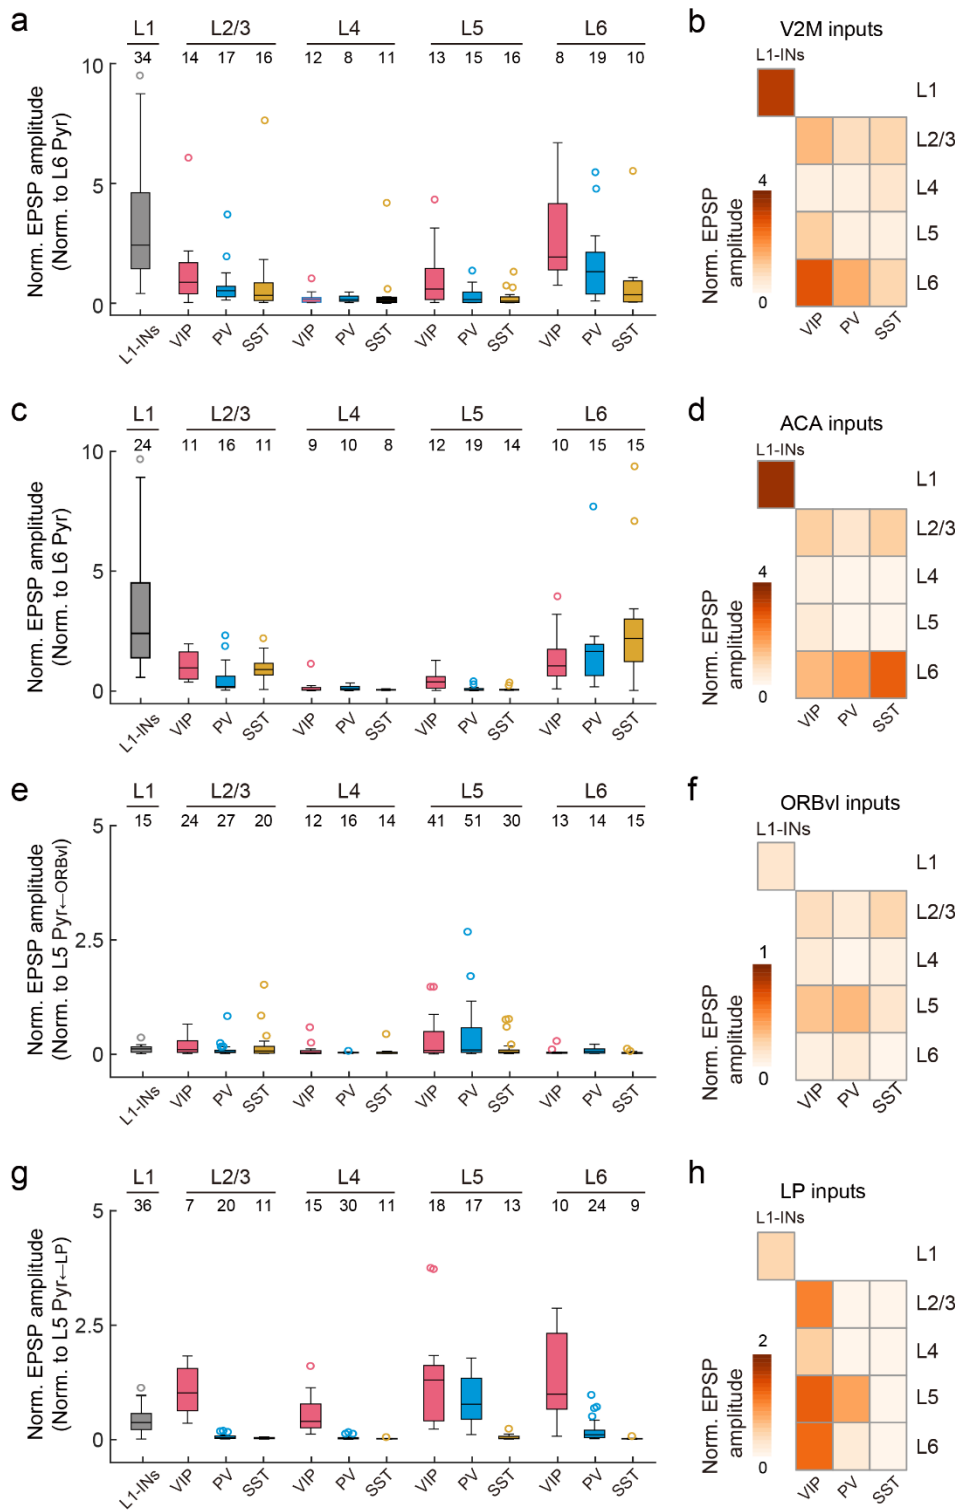

**Supplementary Fig. 6. Normalized input strengths of CC and TC top-down inputs in four types of V1 inhibitory neurons across different layers.** **a**, Distribution of normalized EPSP amplitude from inhibitory neurons in different layers. Box plots indicate the median and the respective quartiles. Circles are outliers, defined as values above 3 IQR from the median. **b**,

Matrix of normalized EPSP amplitude in different types of inhibitory neurons across layers of V1 for V2M inputs. **c-d**, Similar to **a-b**, but for ACA inputs. **e-f**, Similar to **a-b**, but for ORBv1 inputs. **g-h**, Similar to **a-b**, but for LP inputs. The number of neurons in each group is indicated by the numbers displayed in the figure. The EPSP amplitudes of V2M and ACA inputs were normalized to the averaged L6 Pyr EPSP amplitude recorded the same day. Given the observed heterogeneity in L5 Pyr subtypes responding to ORBv1 and LP inputs, we normalized the EPSP amplitudes of ORBv1 and LP inputs to the average for Pyr<sub>←ORBv1</sub> and for Pyr<sub>←LP</sub> neurons. The data included are those with Pyrs recorded from the most responsive layer in the same brain slice. Source data are provided as a Source Data file.

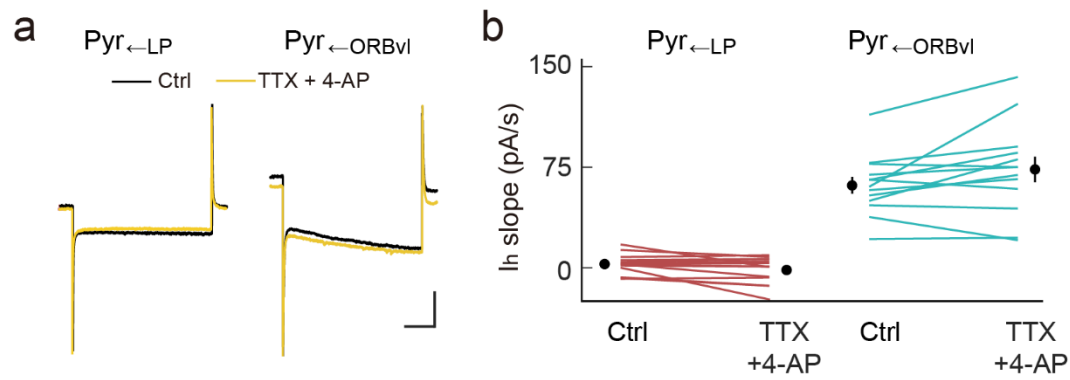

**Supplementary Fig. 7. Bath application of antagonists of voltage-gated sodium and potassium channels (TTX and 4-AP) had no effect on  $I_h$  slope.** **a**, Left, current change elicited by a 10-mV hyperpolarization in an example Pyr←LP neuron with (yellow) or without (black) TTX and 4-AP. Right, similar to left, but for an example Pyr←ORBvl neuron. Scale bars, 100 ms, 50 pA. **b**, TTX and 4-AP had no effect on  $I_h$  slope of Pyr←LP (red) and Pyr←ORBvl (green) neurons. Pyr←LP,  $n = 13$  neurons, 13 slices, 3 mice,  $P = 0.12$ ; Pyr←ORBvl,  $n = 14$  neurons, 14 slices, 3 mice,  $P = 0.07$ ; two-sided Wilcoxon signed-rank test. Data are presented as the mean  $\pm$  SEM. Source data are provided as a Source Data file.

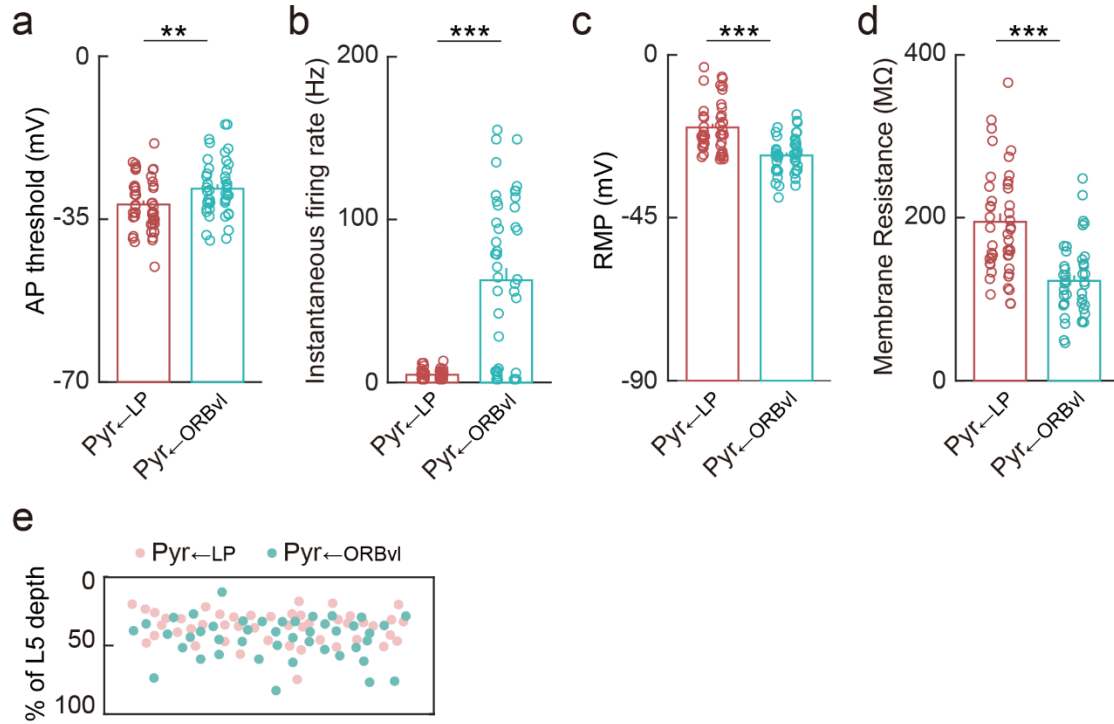

**Supplementary Fig. 8. Electrophysiological properties of Pyr←LP and Pyr←ORBvl neurons. a,** The AP threshold of Pyr←LP and Pyr←ORBvl neurons. Pyr←LP,  $n = 47$  neurons; Pyr←ORBvl,  $n = 44$  neurons;  $P = 0.008$ , two-sided Wilcoxon rank-sum test. **b,** Similar to **a**, but for the instantaneous firing rate of the first two APs elicited by positive current injection.  $P = 2 \times 10^{-7}$ . **c,** Similar to **a**, but for the resting membrane potential.  $P = 5 \times 10^{-7}$ . **d,** Similar to **a**, but for the input resistance.  $P = 8 \times 10^{-8}$ . Data are presented as the mean  $\pm$  SEM. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . **e,** Distribution of recorded Pyr←LP and Pyr←ORBvl neurons. Source data are provided as a Source Data file.

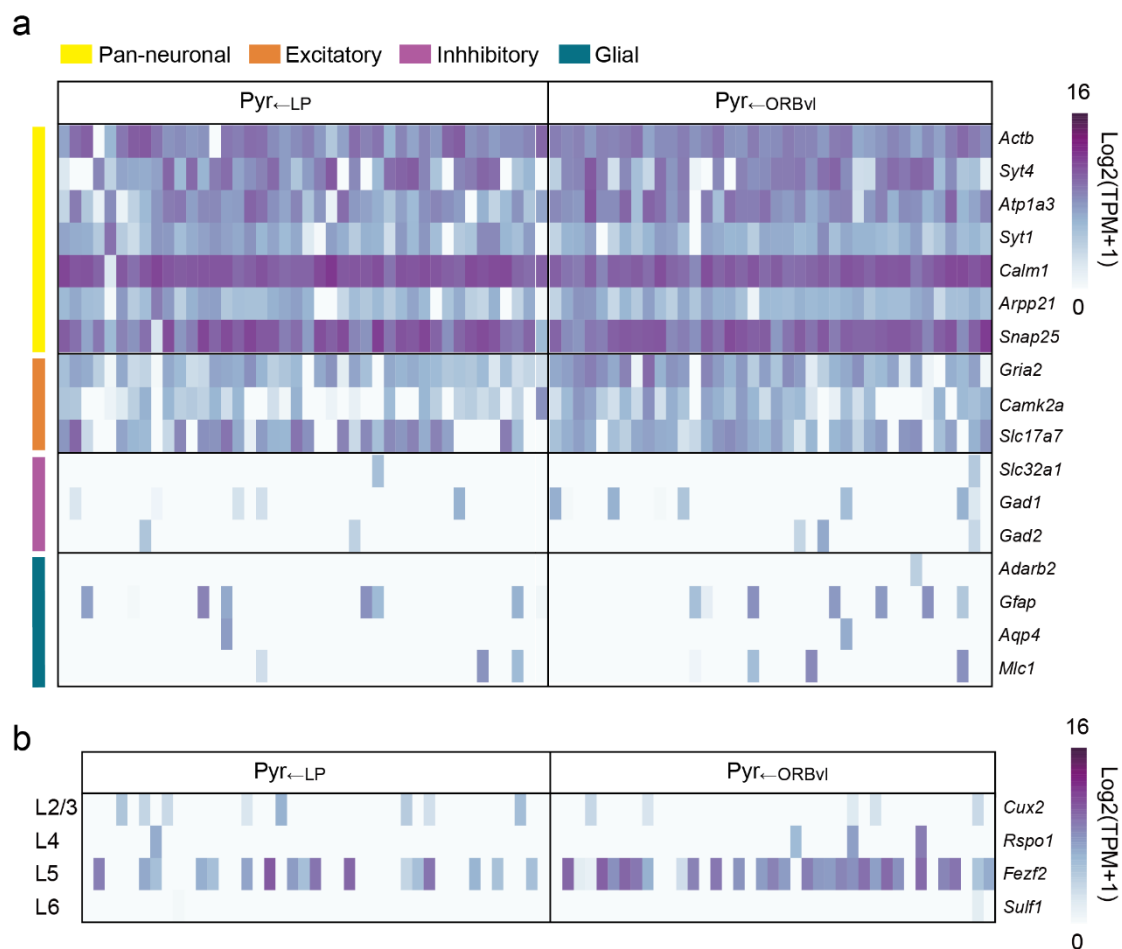

**Supplementary Fig. 9. Gene expression profiles of known marker genes in Pyr<sup>-</sup>LP and Pyr<sup>-</sup>ORBvI neurons.** **a**, Heat map illustrating gene expression profiles of pan-neuronal, excitatory, inhibitory, and glial markers in examined Pyr<sup>-</sup>LP and Pyr<sup>-</sup>ORBvI neurons. Pyr<sup>-</sup>LP, n = 41 neurons; Pyr<sup>-</sup>ORBvI n = 39 neurons. **b**, Similar to **a**, but for layer-specific genes.

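Panel a colours 17 marker genes by expression, without naming the neurons. The colours were read back to values and compared with log2(TPM + 1) of every neuron, with TPM rescaled from the deposited FPKM to a sum of 1000000 per neuron. The root mean square difference between a column and its matched neuron was at most 0.204, and that to the next nearest neuron was at least 0.356 in every column. Of the 42 columns to the left of the divider between the types, 41 matched Pyr_←LP_ neurons and 1 matched an Pyr_←ORBvl_ neuron.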

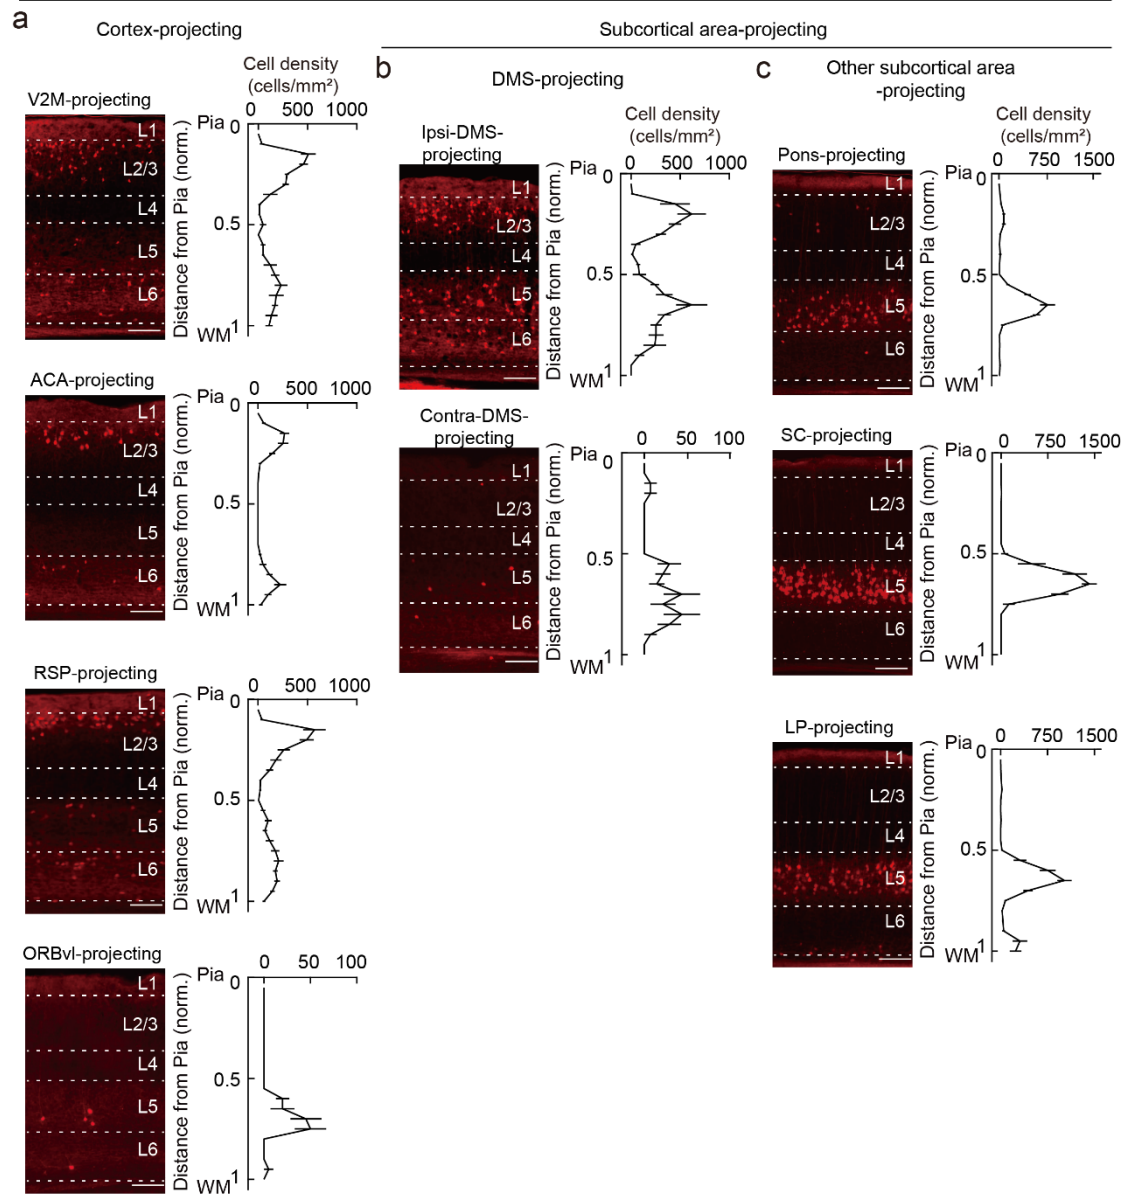

**Supplementary Fig. 10. Distribution of retrogradely labeled projecting Pyrs in V1. a,** Distribution of retrogradely labeled V1 projecting Pyrs following injection of a Retro-AAV into various cortical areas, including the V2M, ACA, RSP, and ORBvl. Left, Fluorescence images showing the distribution of retrogradely labeled projecting Pyrs (red) in V1. Right, the cell density of labeled projecting Pyrs across different layers in V1. Error bar,  $\pm$ SEM. V2M,  $n = 3$  mice; ACA,  $n = 3$  mice; RSP,  $n = 3$  mice; ORBvl,  $n = 3$  mice. **b,** Similar to **a**, but for retrogradely labeled V1 projecting Pyrs following Retro-AAV injection into the ipsi- and contra-DMS. Ipsi-DMS,  $n = 3$  mice; contra-DMS,  $n = 3$  mice. **c,** Similar to **a**, but for retrogradely labeled V1 projecting Pyrs following Retro-AAV injection into the Pons, SC, and LP). Pons,  $n = 3$  mice; SC,

n = 3 mice; LP, n = 3 mice. Scale bars, 100  $\mu$ m. Source data are provided as a Source Data file.

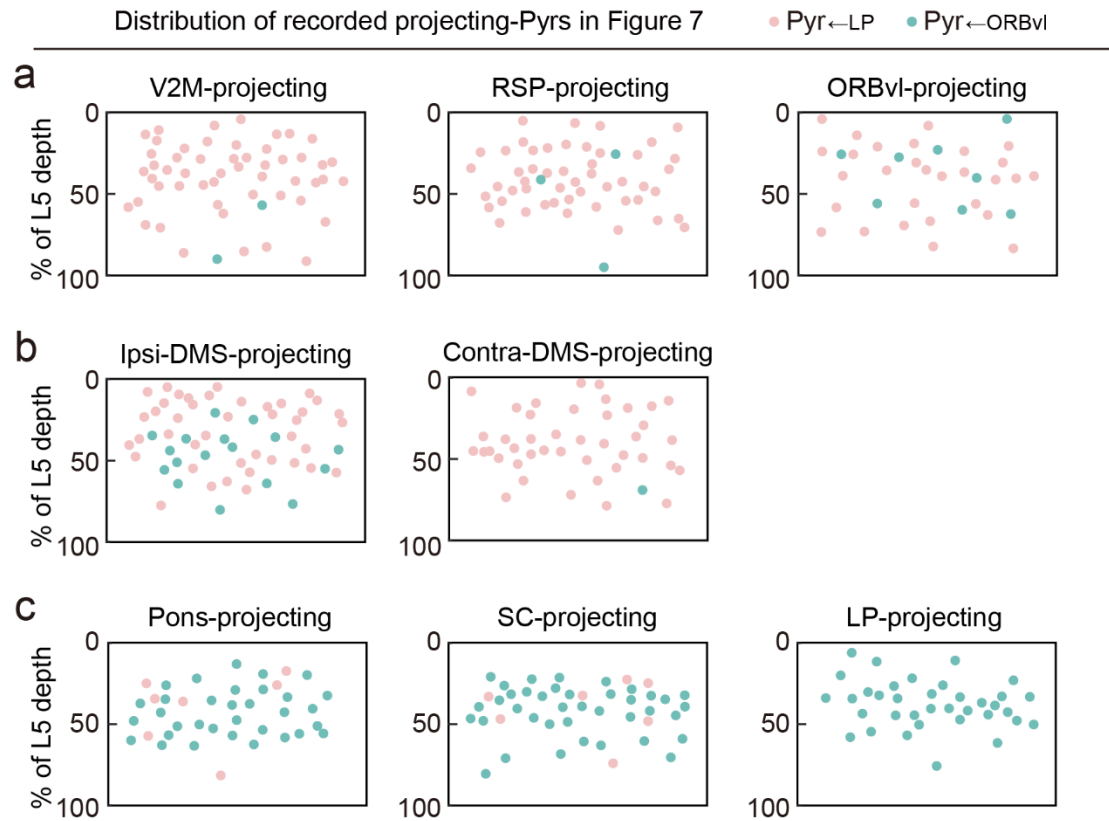

**Supplementary Fig. 11. Distribution of recorded projecting-Pyrs in L5 of V1 shown in Figure 7. a,** Distribution of recorded cortex-projecting Pyrs. **b,** Similar to **a**, but for DMS-projecting Pyrs. **c,** Similar to **a**, but for other subcortical area-projecting Pyrs. Source data are provided as a Source Data file.

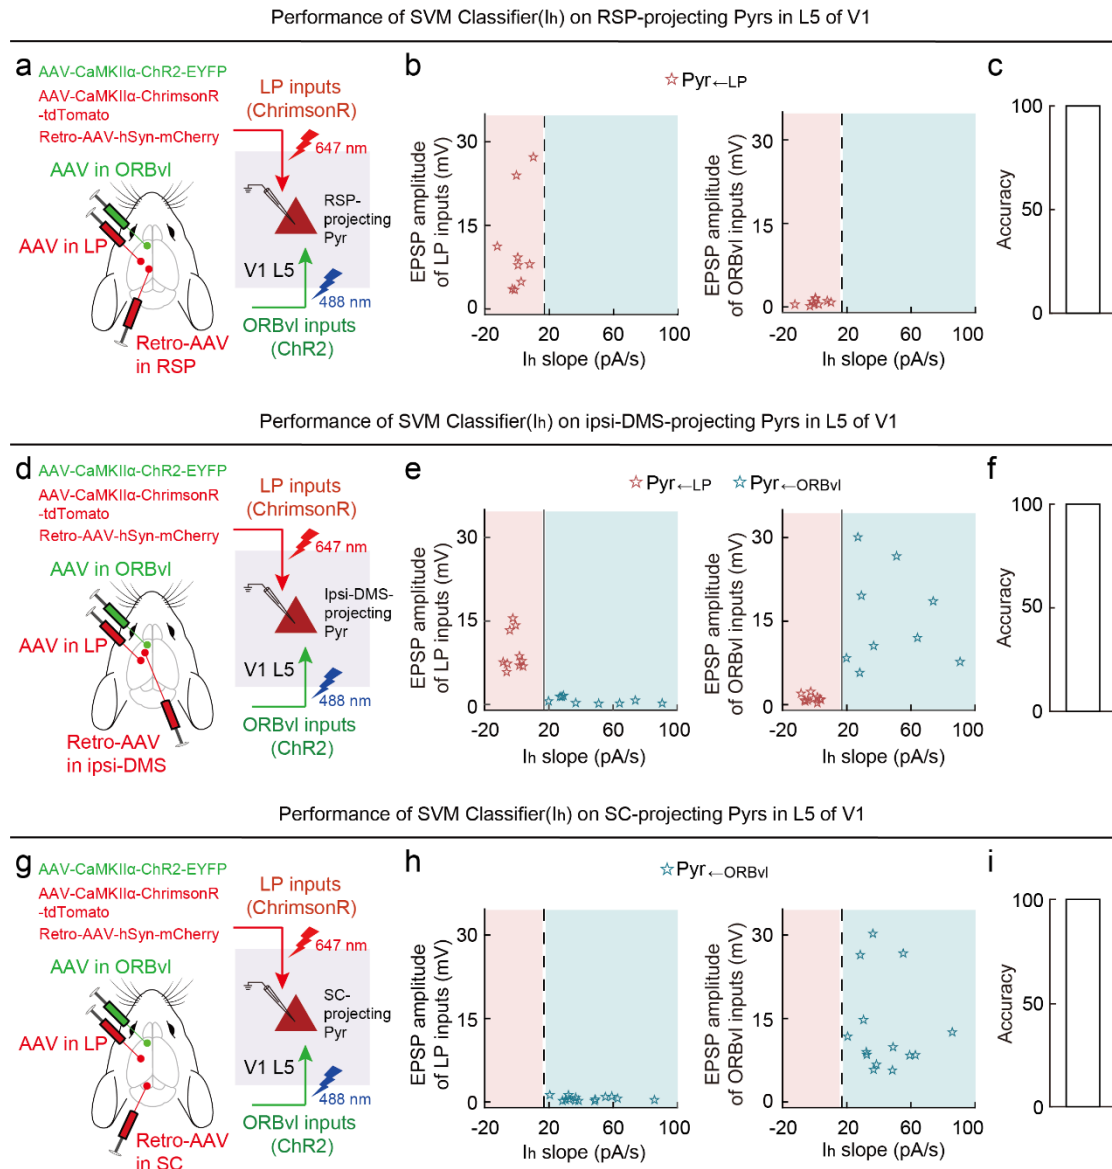

**Supplementary Fig. 12. Performance of SVM Classifier(I<sub>h</sub>) in distinguishing between Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBv1 neurons in various groups of retrogradely labeled V1 projecting-Pyrs.** **a**, Schematic of the viral strategy (left) and the slice experiment (right) for examination of LP and ORBv1 inputs in V1 L5 SC-projecting Pyrs. **b**, Performance of the SVM Classifier(I<sub>h</sub>) in distinguishing Pyr $\leftarrow$ LP from Pyr $\leftarrow$ ORBv1 neurons in the dataset of RSP-projecting Pyrs (the neuron types were initially defined based on their input patterns as determined upon independent optogenetic activation of LP and ORBv1 inputs). Dashed line, decision boundary for classifying Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBv1 neurons. Red stars, input-pattern-classified Pyr $\leftarrow$ LP neurons. n = 3 mice, 3 slices, 9 neurons. **c**, Prediction accuracy. **d-f**, Similar to **a-c**, but for the performance of SVM Classifier(I<sub>h</sub>) on ipsi-DMS-projecting Pyrs. Red and green stars, input-pattern-classified Pyr $\leftarrow$ LP

and  $\text{Pyr} \leftarrow \text{ORB}_{\text{vl}}$  neurons.  $n = 3$  mice, 3 slices, 19 neurons. **g-i**, Similar to **a-c**, but for the performance of SVM Classifier( $I_h$ ) on SC-projecting Pyrs. Green stars, input-pattern-classified  $\text{Pyr} \leftarrow \text{ORB}_{\text{vl}}$  neurons.  $n = 4$  mice, 4 slices, 14 neurons. In these three groups of L5 projecting Pyrs, the SVM Classifier( $I_h$ ) achieves 100% prediction accuracy in distinguishing  $\text{Pyr} \leftarrow \text{LP}$  from  $\text{Pyr} \leftarrow \text{ORB}_{\text{vl}}$  neurons. Source data are provided as a Source Data file. Supplementary Figure 12, Panels a, d, and g adapted from Petrucco, L. (2020). Mouse head schema. Zenodo. <https://doi.org/10.5281/zenodo.3925903> under a CC BY license: <https://creativecommons.org/licenses/by/4.0/>.

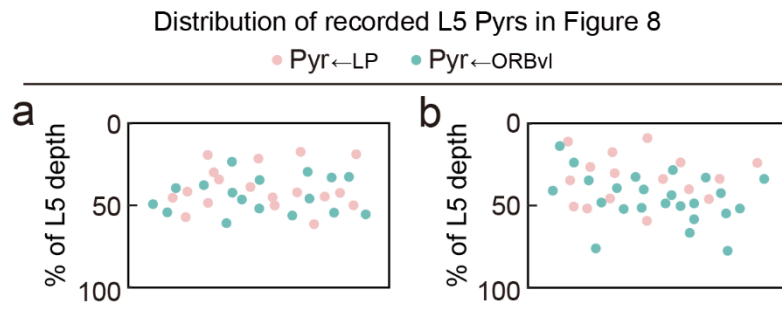

**Supplementary Fig. 13. Distribution of recorded Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBvI neurons in Figure 8.** **a**, Distribution of recorded Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBvI neurons in Fig.8b. **b**, Similar to **a**, but for recorded Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBvI neurons in Fig.8g. Source data are provided as a Source Data file.

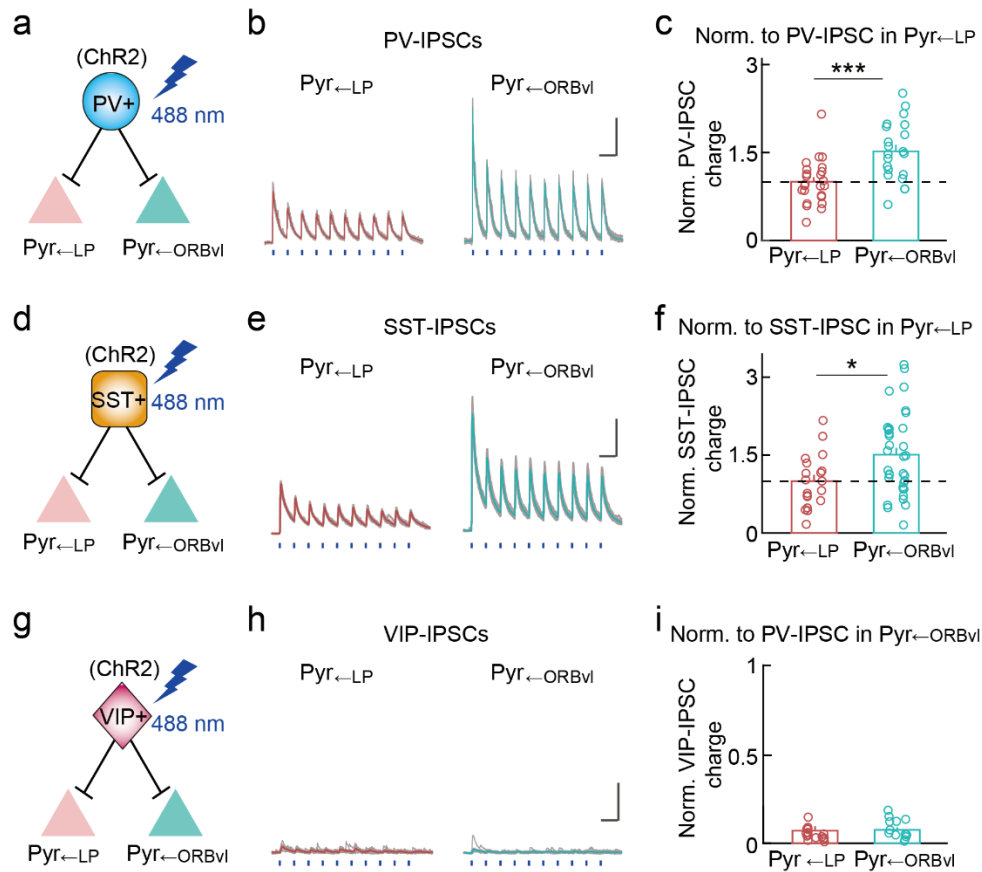

**Supplementary Fig. 14. Inhibition on Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBvl neurons induced by various cortical inhibitory neuron types.** **a**, Schematic of the slice experiment to measure PV+ neuron-induced IPSCs in Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBvl neurons. **b**, Example PV-IPSCs recorded from an example Pyr $\leftarrow$ LP neuron (red) and an example Pyr $\leftarrow$ ORBvl neuron (green). Gray traces, raw traces; colored traces, averaged traces. Blue dots, 5-ms blue light stimulation (474 nm, 10 Hz, 3.5 mW). Scale bars, 100 ms, 500 pA. **c**, Normalized PV-IPSC amplitudes in Pyr $\leftarrow$ ORBvl neurons were significantly larger than in Pyr $\leftarrow$ LP neurons.  $n = 3$  mice, 4 slices. Pyr $\leftarrow$ LP,  $n = 24$  neurons, Pyr $\leftarrow$ ORBvl,  $n = 21$  neurons,  $P = 6 \times 10^{-4}$ , two-sided Wilcoxon rank-sum test. **d-f**, Similar to **a-c**, but for SST+ neuron-induced IPSCs. Normalized SST-IPSC amplitudes in Pyr $\leftarrow$ ORBvl neurons were significantly larger than in Pyr $\leftarrow$ LP neurons.  $n = 5$  mice, 7 slices. Pyr $\leftarrow$ LP,  $n = 19$  neurons, Pyr $\leftarrow$ ORBvl,  $n = 35$  neurons,  $P = 0.02$ , two-sided Wilcoxon rank-sum test. **g-i**, Similar to **a-c**, but for VIP+ neuron-induced IPSCs. Activation of VIP+ neurons evoked only very weak IPSCs in both types, each constituting less than 8% of the IPSCs induced by PV+ neuron in Pyr $\leftarrow$ ORBvl neurons.  $n = 4$  mice, 5 slices. Pyr $\leftarrow$ LP,  $n = 16$  neurons, Pyr $\leftarrow$ ORBvl,  $n = 13$  neurons. Source data are provided as a Source Data file.

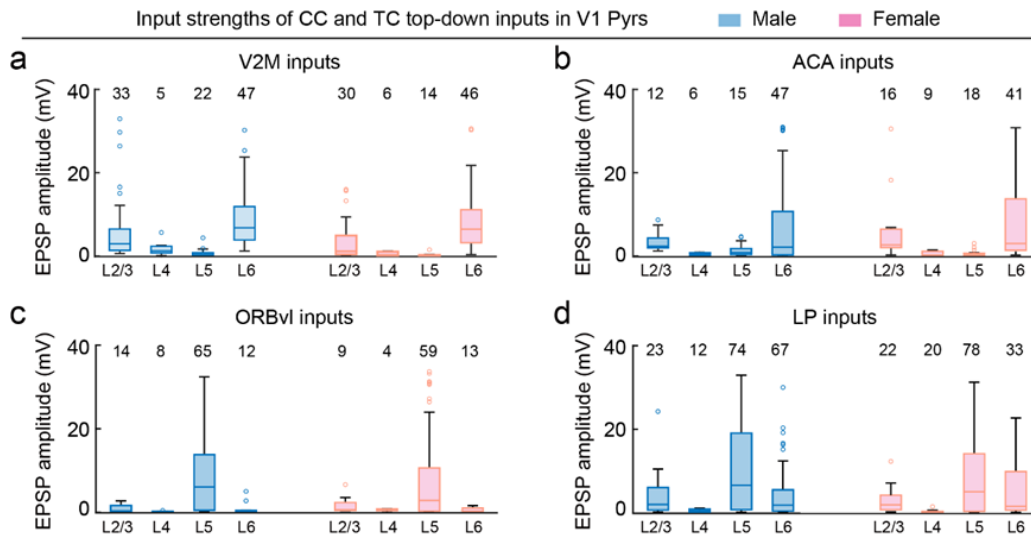

**Supplementary Fig. 15. Similar innervation patterns of CC and TC top-down inputs in V1 Pyrs across different layers in both male and female mice.** **a**, EPSP amplitudes evoked by optogenetic activation of V2M inputs in Pyrs across different layers in male (blue) and female (pink) mice. Box plot showing distribution of EPSP amplitude from Pyrs in the indicated layers. Edges, 25<sup>th</sup> and 75<sup>th</sup> percentiles; central line, median; whiskers, 1.5× the interquartile range of the edges. Circles are outliers, defined as values more than 3 times the interquartile range (IQR) from the median. No significant sex effect was observed for the input strengths of V2M inputs in V1 Pyrs across different layers ( $F_{sex}(1,195) = 1.2$ ,  $P_{sex} = 0.3$ ;  $F_{sex*layer}(3,195) = 0.7$ ,  $P_{sex*layer} = 0.6$ ; two-way ANOVA). **b**, Similar to **a**, but for ACA inputs. No significant sex effect was observed for the input strengths of ACA inputs in V1 Pyrs across different layers ( $F_{sex}(1,156) = 0.2$ ,  $P_{sex} = 0.7$ ;  $F_{sex*layer}(3,156) = 0.2$ ,  $P_{sex*layer} = 0.9$ ; two-way ANOVA). **c**, Similar to **a**, but for ORBvl inputs. No significant sex effect was observed for the input strengths of ORBvl inputs in V1 Pyrs across different layers ( $F_{sex}(1,176) = 0.02$ ,  $P_{sex} = 0.9$ ;  $F_{sex*layer}(3,176) = 0.03$ ,  $P_{sex*layer} = 0.99$ ; two-way ANOVA). **d**, Similar to **a**, but for LP inputs. No significant sex effect was observed for the input strengths of LP inputs in V1 Pyrs across different layers ( $F_{sex}(1,321) = 0.1$ ,  $P_{sex} = 0.7$ ;  $F_{sex*layer}(3,321) = 0.3$ ,  $P_{sex*layer} = 0.8$ ; two-way ANOVA). The number of neurons in each group is indicated by the numbers displayed in the figure. Source data are provided as a Source Data file.

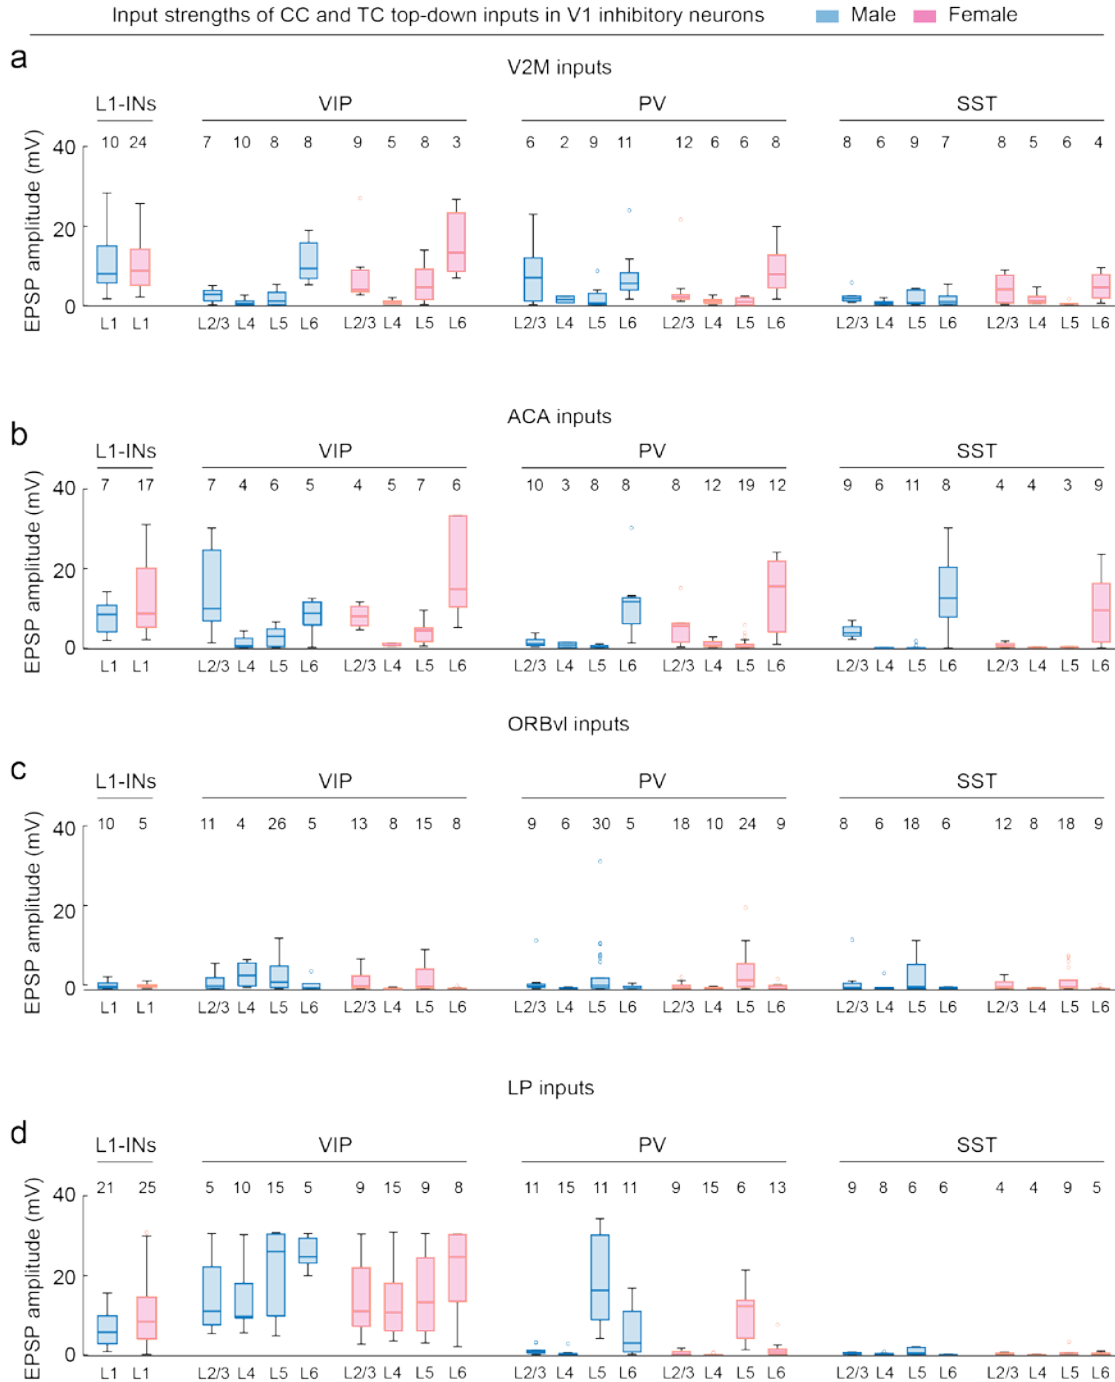

**Supplementary Fig. 16. Similar innervation patterns of CC and TC top-down inputs in V1 inhibitory neurons across different layers in both male and female mice.** **a**, EPSP amplitudes evoked by optogenetic activation of V2M inputs in inhibitory neurons across different layers in male (blue) and female (pink) mice. Box plot showing the distribution of EPSP amplitudes from Pyrs in the indicated layers. No significant sex effect was observed for the input strengths of V2M inputs in V1 inhibitory neurons across different layers ( $F_{sex}(1,180) = 1.5$ ,  $P_{sex} = 0.2$ ;  $F_{sex*layer}(3,180) = 0.6$ ,  $P_{sex*layer} = 0.6$ ;  $F_{sex*cell-type}(2,180) = 2.3$ ,  $P_{sex*cell-type} = 0.1$ ;  $F_{sex*layer*cell-}$

$type(6,180) = 0.7$ ,  $P_{sex*layer*cell-type} = 0.7$ ; three-way ANOVA). **b**, Similar to **a**, but for ACA inputs. No significant sex effect was observed for the input strengths of ACA inputs in V1 inhibitory neurons across different layers ( $F_{sex}(1,176) = 0.4$ ,  $P_{sex} = 0.6$ ;  $F_{sex*layer}(3,176) = 0.6$ ,  $P_{sex*layer} = 0.6$ ;  $F_{sex*cell-type}(2,176) = 0.7$ ,  $P_{sex*cell-type} = 0.5$ ;  $F_{sex*layer*cell-type}(6,176) = 1.8$ ,  $P_{sex*layer*cell-type} = 0.1$ ; three-way ANOVA). **c**, Similar to **a**, but for ORBvl inputs. No significant sex effect was observed for the input strengths of ORBvl inputs in V1 inhibitory neurons across different layers ( $F_{sex}(1,275) = 1.1$ ,  $P_{sex} = 0.3$ ;  $F_{sex*layer}(3,275) = 0.4$ ,  $P_{sex*layer} = 0.8$ ;  $F_{sex*cell-type}(2,275) = 0.4$ ,  $P_{sex*cell-type} = 0.7$ ;  $F_{sex*layer*cell-type}(6,275) = 0.5$ ,  $P_{sex*layer*cell-type} = 0.8$ ; three-way ANOVA). **d**, Similar to **a**, but for LP inputs. No significant sex effect was observed for the input strengths of LP inputs in V1 inhibitory neurons across different layers ( $F_{sex}(1,238) = 1.1$ ,  $P_{sex} = 0.3$ ;  $F_{sex*layer}(3,238) = 1.4$ ,  $P_{sex*layer} = 0.3$ ;  $F_{sex*cell-type}(2,238) = 0.9$ ,  $P_{sex*cell-type} = 0.4$ ;  $F_{sex*layer*cell-type}(6,238) = 0.3$ ,  $P_{sex*layer*cell-type} = 0.9$ ; three-way ANOVA). The number of neurons in each group is indicated by the numbers displayed in the figure. Source data are provided as a Source Data file.

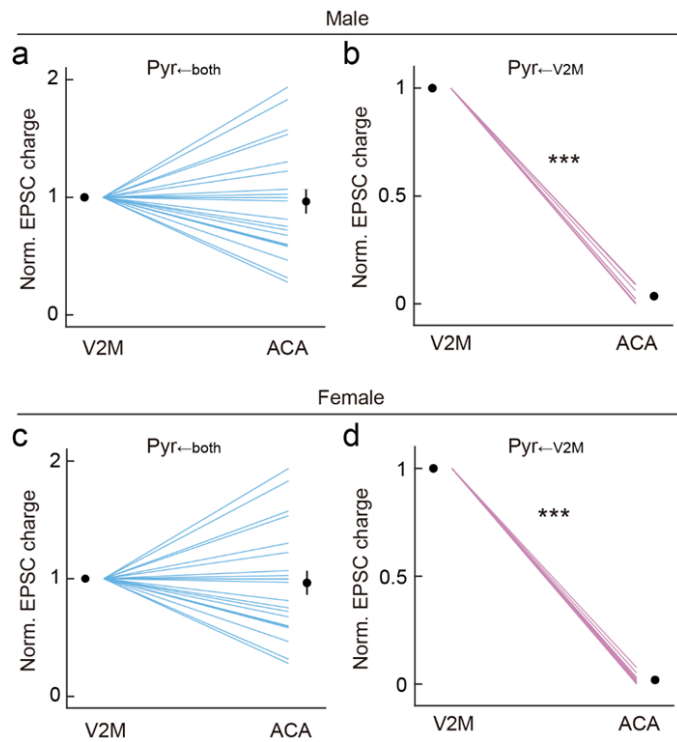

**Supplementary Fig. 17. Similar innervation patterns of V2M and ACA inputs in V1 L6 Pyrs in both male and female mice.** **a-b**, Normalized EPSC charge evoked by activation of V2M and ACA inputs in Pyr←both (a) and Pyr←V2M (b) neurons in male mice. The circles indicate the means. Pyr←both,  $n = 21$  neurons; Pyr←V2M,  $n = 11$  neurons. **c-d**, Similar to **a-b**, but for Pyr←both (c) and Pyr←V2M (d) neurons in female mice. Pyr←both,  $n = 16$  neurons; Pyr←V2M,  $n = 15$  neurons. No significant sex effect was observed for the normalized input strengths of V2M or ACA inputs in V1 L6 Pyrs (Within-Subject Effects Test:  $F_{EPSC*sex}(1,59) = 0.04$ ,  $P_{EPSC*sex} = 0.83$ ;  $F_{EPSC*sex*CellType}(1,59) = 0.002$ ,  $P_{EPSC*sex*CellType} = 0.96$ ; Between-Subject Effects Test:  $F_{sex}(1,59) = 0.04$ ,  $P_{sex} = 0.83$ ;  $F_{sex*CellType}(1,59) = 0.002$ ,  $P_{sex*CellType} = 0.96$ ; two-way repeated ANOVA). Source data are provided as a Source Data file.

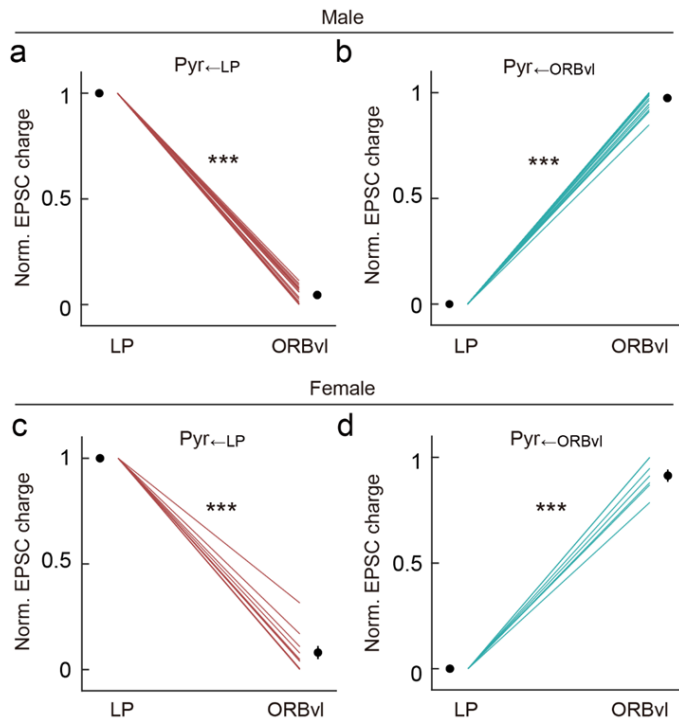

**Supplementary Fig. 18. Similar innervation patterns of LP and ORBvI inputs in V1 L5 Pyrs in both male and female mice.** **a-b**, Normalized EPSC charge evoked by activation of LP and ORBvI inputs in Pyr<sub>←</sub>LP (a) and Pyr<sub>←</sub>ORBvI (b) neurons in male mice. The circles indicate the means. Pyr<sub>←</sub>LP, n = 18 neurons; Pyr<sub>←</sub>ORBvI, n = 28 neurons. **c-d**, Similar to **a-b**, but for Pyr<sub>←</sub>LP (c) and Pyr<sub>←</sub>ORBvI (d) neurons in female mice. Pyr<sub>←</sub>LP, n = 10 neurons; Pyr<sub>←</sub>ORBvI, n = 7 neurons. No significant sex effect was observed for the input strengths of LP or ORBvI inputs in V1 L5 Pyrs (Within-Subject Effects Test:  $F_{EPSC*sex}(1,59) = 0.5$ ,  $P_{EPSC*sex} = 0.5$ ;  $F_{EPSC*sex*CellType}(1,59) = 0.6$ ,  $P_{EPSC*sex*CellType} = 0.5$ ; Between-Subject Effects Test:  $F_{sex}(1,59) = 0.3$ ,  $P_{sex} = 0.6$ ;  $F_{sex*CellType}(1,59) = 0.4$ ,  $P_{sex*CellType} = 0.5$ ; two-way repeated ANOVA). Source data are provided as a Source Data file.

# Supplementary material for: Organization of corticocortical and thalamocortical top-down inputs in the primary visual cortex
**Source:** Nat Commun. 2024 May 27;15:4495. doi: 10.1038/s41467-024-48924-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name: Supplementary Data 1**

**Description:** The input strengths of CC and TC top-down inputs in V1 Pyrs across different layers.

**File name: Supplementary Data 2**

**Description:** Comparison of CC and TC top-down input strengths in V1 Pyrs across different layers. One-way ANOVA was used to compare the input strengths of top-down inputs across layers, followed by a two-sided Tukey's Honestly Significant Difference (HSD) test for pairwise comparisons.

**File name: Supplementary Data 3**

**Description:** The input strengths of CC and TC top-down inputs in V1 inhibitory neurons across different layers.

**File name: Supplementary Data 4**

**Description:** Comparison of CC and TC top-down input strengths in V1 interneurons across different layers. One-way ANOVA was used to compare the input strengths of top-down inputs across layers, followed by a two-sided Tukey's Honestly Significant Difference (HSD) test for pairwise comparisons.

**File name: Supplementary Data 5**

**Description:** Comparison of CC and TC top-down input strengths among different types of interneurons within the same layer of V1. One-way ANOVA was used to compare the input strengths of top-down inputs among different types of interneurons, followed by a two-sided Tukey's Honestly Significant Difference (HSD) test for pairwise comparisons.

**File name: Supplementary Data 6**

**Description:** The normalized input strengths of CC and TC top-down inputs in V1 Pyrs across different layers.

**File name: Supplementary Data 7**

**Description:** The normalized input strengths of CC and TC top-down inputs in V1 inhibitory neurons across different layers.

**File name: Supplementary Data 8**

**Description:** Cell-by-gene count matrix from Patch-seq data collection.

**File name: Supplementary Data 9**

**Description:** Cell-by-FPKM value matrix from Patch-seq data collection.

**File name: Supplementary Data 10**

**Description:** Metadata for cells included in Patch-seq data collection.

**File name: Supplementary Data 11**

**Description:** Differentially expressed genes (DEGs) between Pyr $\leftarrow$ LP and Pyr $\leftarrow$ ORBvl neurons.

Statistical analysis was performed using the DESeq2 package (version 1.36.0) in R software. Two-sided Wald test was employed to assess the statistical significance of differential expression for each gene. 

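Supplementary Data 11 gives a p-value, a q-value and a log2 fold change for each of 67 genes, 18 listed as higher in Pyr_←LP_ neurons and 49 as higher in Pyr_←ORBvl_ neurons. All 67 have a row in the deposited counts. In the 80 neurons of the heat map, a listed gene had a count in a median of 41.0% of the neurons of the type in which it is listed as higher, and in a median of 9.76% of the other type. For 5 listed genes, no neuron of the other type had a count. The neuron with the most normalized counts of a gene held a median of 22.6% of those of its type. The 3 genes with absolute listed log2 fold changes above 20 were carried by few neurons: *Ano4* by 12 of 39 Pyr_←ORBvl_ and 0 Pyr_←LP_ neurons, *Vipas39* by 10 and 0, and *Endou* by 10 of 41 Pyr_←LP_ and 2 Pyr_←ORBvl_ neurons. Other listed genes in as few neurons had smaller absolute values, such as *Tecpr1* (10 Pyr_←LP_ and 2 Pyr_←ORBvl_ neurons, -10.7). *Endou* had a log2 fold change of -3.58 (standard error 1.09, adjusted p = 0.0813, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over the 80 neurons and -3.54 (standard error 1.06, adjusted p = 0.0487, same test) over the 83.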

Q-values are P-values adjusted for multiple comparisons using the Benjamini-Hochberg procedure, which controls the false discovery rate (FDR).

**File name: Supplementary Data 12**

**Description: Detailed information on chemicals, peptides, and recombinant proteins used in the current study.**

**File name: Supplementary Data 13**

**Description: Number of mice recorded with different numbers of layers in Fig.1.**

# Supplementary material for: Organization of corticocortical and thalamocortical top-down inputs in the primary visual cortex
**Source:** Nat Commun. 2024 May 27;15:4495. doi: 10.1038/s41467-024-48924-8
**Supplement:** Supplementary file 17 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The softwares and codes used for anatomic data collection in this study were similar to previous studies (Zhang et al. 2016. Nat. Neurosci.; Ma et al. 2021. Sci. Adv.) and described in Supplementary Materials and Methods. Axon pCLAMP 11 was used for physiological data collection. |
| Data analysis   | Data were analyzed and visualized with MatLab (2014b) and R (4.2.1). ANOVA were conducted with SPSS (IBM SPSS Statistics 25). Adobe Illustrator CS6 were used in the production of data figures.                                                                                         |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data supporting the findings of this study are included in the figures and supporting files. The sequencing data generated in this study have been deposited in

the Gene Expression Omnibus repository under the accession code GSE246589 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE246589]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size No statistical methods were used to predetermine sample size, but the sample size was similar to previous studies (Ma et al., 2021, Sci. Adv; Rindner et al., 2022, Neuron; Ibrahim et al., 2021, Neuron).

Data exclusions For Patch-seq data analysis, neurons with a low number of detectable genes or a high level of inhibitory neuron markers were excluded. For physiological data analysis, data exclusions were based on the quality of recordings. The recordings were excluded when they terminated too shortly or the series resistance became too high.

Replication The exact number of repetitions (individual data points from separate cells and/or animal) is indicated in figures and legends. Reproducibility was ensured by sampling from multiple biological replicates, i.e., from three or more mice in each group. No results that were not observed in multiple animals were included.

Randomization Animals were not randomized due to the necessity of a genetic construct.

Blinding Investigators were not blind to subject groups because knowledge of experimental conditions was required during data collection and evaluation.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Morphology construction experiment: Streptavidin, DyLight™ 549 ,Vector Laboratories (cat# SA-5549-1) 1:1000                                                                                                                                                               |
| Validation      | Antibodies were validated by the manufacturer-information obtained from the manufacturer's website. For Streptavidin, DyLight™ 549 ( <a href="https://vectorlabs.com/products/dylight-549-streptavidin/">https://vectorlabs.com/products/dylight-549-streptavidin/</a> ). |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | We used both wildtype mice (C57) and transgenic mice. The transgenic mouse lines included PV-Cre (Jackson lab stock #017320), SST-Cre (#013044), VIP-Cre (#010908), CaMKII $\alpha$ -Cre (#005359), loxP-flanked-tdTomato (#007914) mice. The mice used were aged between 2 and 3 months. Mice were housed at 20-24°C with 45 to 65% humidity, adhering to standard laboratory conditions for optimal welfare. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | Male and female mice were used.                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | Animal care and the experimental protocols were approved by the Animal Committee of Shanghai Jiao Tong University School of Medicine and the Animal Committee of the Institute of Neuroscience, Chinese Academy of Sciences.                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

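Single L5 Pyrs of mouse V1 were recorded and then collected for RNA sequencing, 47 Pyr_←LP_ and 44 Pyr_←ORBvl_ neurons. The authors deposited counts per gene, without normalization, for every neuron: reads aligned to GRCm38 with STAR, PCR duplicates removed, and uniquely aligned reads counted on RefSeq genes with GenomicAlignments. The table of counts has 34745 rows, of which 126 share a symbol with another row. The authors also deposited FPKM values for the same neurons and genes, and the paper's text does not name how these were computed. An FPKM was 0 exactly where the count was 0. Total counts per neuron were between 2410 and 1948982 (median 423999). The kit carries no molecular identifiers, so amplification adds error that intervals for shares do not cover.

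The type of each neuron was taken from its deposited label. Before the data were examined, 4 forms of the exclusion rule were written down, and the first that left 41 Pyr_←LP_ and 39 Pyr_←ORBvl_ neurons was to be used. None did, so the rule of the Methods was applied to the counts as the fallback set then: a minimum of 500 counts and a maximum of 7 for the sum of log2(x + 1) over *Slc32a1*, *Gad1* and *Gad2*. It left 83 neurons. The 80 neurons of the heat map in Supplementary Fig. 9a, identified after the data were examined, were analysed beside them. Every test between the types, apart from that on sums per prefix, used neurons as replicates, because the mouse of each neuron is not given with the counts, and the recording prefix was used for checks within batches.

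Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM, robust quasi-likelihood fit, Benjamini-Hochberg adjustment) on genes with at least 5 counts in at least 10 neurons. DESeq2 1.42.0 and limma 3.58.1 were run as alternatives. Detected genes, shares of neurons and marker scores were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 100000 resamples in each permutation test and 95% Wilson intervals for shares. Plots were drawn with matplotlib 3.10.9. CPM are counts per 1000000 counts of a neuron, or of its TMM-scaled total where stated. Alternatives covered the test, the normalization, the gene filter, the pseudocount (1 or 0.1), the neurons used, covariates, sums per prefix, and each recording prefix left out in turn. The genes named were fixed by a rule written before the data were examined: every gene the paper names for these data, the 3 with the largest absolute log2 fold change in each direction of Supplementary Data 11, and the 5 in each direction with the smallest adjusted p. *Gm9748* and the other genes of the last group were chosen by that rule. Results for some of the genes examined are not reported here.

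The tests were run on simulated data with 200 changed genes, at log2 fold changes of 4 or 6 in either direction. Smaller changes were not simulated, so how many of those would be called is not known. With a dispersion of 0.5, edgeR and DESeq2 each called all 200 changed genes and 0 of 7327 unchanged ones; this setting was added after the first version had called many unchanged genes. With dispersions estimated from the neurons (median 12.31), edgeR called 165 of the 178 changed genes that could be tested and 187 of 6558 unchanged genes, and DESeq2 called 138 of 178 and 87 of 6558. The thinning to 100000 counts was drawn again once, when it was extended to all neurons with that many counts, and no call changed. Electrophysiological data, other than the I_h_ slopes the authors list for a pair of neurons, and anatomical and imaging data are not analysed here, and neither are the sequencing reads.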

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

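The tests in this part were chosen after the counts of these genes had been seen. The paper does not report *Xist* or Y-linked genes. *Xist* had at least 3 counts in 20 neurons and the sum of 4 Y-linked genes did in 38, with 0 neurons at that level for both and 33 for neither. Of the 17 recording prefixes, 5 had neurons with at least 3 *Xist* counts and 12 had neurons at that level for the Y-linked genes alone. If these genes show the sex of the mouse, no neuron should have at least 3 counts of both, and 0 had. Y-linked reads shared with X-linked paralogs would appear in prefixes with *Xist* counts, and apart from 1 neuron described next, 0 neurons there had at least 3 Y-linked counts. Below that level, 7 neurons of these prefixes had Y-linked counts, and 7 of all neurons had some count of both. Shared reads therefore cannot be ruled out for such low counts. The sex of the mouse is a candidate explanation of the split. Prefixes with *Xist* counts held 11 of the 47 Pyr_←LP_ neurons and 17 of the 44 Pyr_←ORBvl_ neurons.

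The exception was Pyr_←ORBvl_ neuron C11, with 282 Y-linked counts in a prefix whose other neurons had *Xist* counts. Its counts were nearly those of Pyr_←ORBvl_ neuron C5, from a prefix with Y-linked counts alone (Pearson r = 0.9927 across genes, which are not independent replicates). Among 4095 pairs of neurons, the next highest r was 0.7166 and the median was 0.389, so similarity between neurons of a type does not reach theirs. The chi-square per gene between the pair was 3.453, and the lowest among 189 other pairs of deeply sequenced Pyr_←ORBvl_ neurons was 103. A mislabelled sample, or the same amplified cDNA in both libraries, may explain the pair. The authors list different I_h_ slopes for them, 19.9 and 60.8. The Y-linked counts of both fit the prefix of C5 and not that of C11. Apart from similarity within a type, no biological explanation was tested. The results with the pair averaged are given with the other settings.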

How the results depend on the processing

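Alternatives were set before the data were examined, except those on the 80 neurons of the heat map, with or without Pyr_←ORBvl_ neurons C5 and C11 averaged or Pyr_←LP_ neuron C44 added, and those on the other 3 forms of the exclusion rule. The cause of a change was not tested unless a value is given for it. The number of differentially expressed genes was between 2 and 4950 over 45 alternatives, against 170 (66 higher in Pyr_←ORBvl_ and 104 in Pyr_←LP_ neurons). It was within 1.5 times that in 25.

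In the 83 neurons, DESeq2 called 43 genes (23 higher in Pyr_←ORBvl_ and 20 in Pyr_←LP_ neurons), 29 (11 and 18) with poscounts size factors and 24 (13 and 11) without its Cook's distance steps. On log2(FPKM + 1), limma called 49 (35 and 14), and 55 (39 and 16) with a pseudocount of 0.1. Fisher's exact test on detection called 16 (11 and 5). In edgeR, DESeq2's poscounts size factors gave 253 (84 and 169) and total counts alone 87 (58 and 29). No gene filter gave 4950 (2635 and 2315) and edgeR's own filter 2 (1 and 1). Neurons with at least 100000 counts gave 43 (27 and 16), and those without glial marker counts 41 (27 and 14). Sums per prefix gave 3 (2 and 1), with 359 genes at an unadjusted p under 0.05. All 91 neurons gave 130 (88 and 42), detected genes as a covariate 121 (64 and 57), and the prefix as a block 143 (95 and 48). Over the 80 neurons, edgeR called 94 (70 and 24) and DESeq2 70 (49 and 21). With the pair averaged they called 162 (74 and 88) and 58 (40 and 18), so edgeR then called more genes higher in Pyr_←LP_ neurons. With C44 added they called 95 (67 and 28) and 71 (50 and 21). Across the 17 fits that each left out one recording prefix, the number was from 40 to 188, from 24 to 76 higher in Pyr_←ORBvl_ and from 14 to 118 in Pyr_←LP_ neurons.

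Of the paper's listed genes, 41 were called over the 83 neurons. Of 59 listed genes tested, the number was 19 with poscounts size factors and 20 without Cook's distance steps. It was 22 and 25 with limma at pseudocounts of 1 and 0.1, 4 with Fisher's exact test and 2 for sums per prefix. With fewer listed genes tested, it was 2 of 4 with edgeR's own filter and 25 of 51 in neurons with at least 100000 counts. In neurons without glial marker counts it was 24 of 40. The number was from 24 to 39 with one prefix left out. The highest numbers were 56 without a gene filter, 55 with DESeq2 over the 80 neurons and 51 with C44 added to these. Next were 48 and 47 under the forms of the exclusion rule that use TPM, and 47 with DESeq2 and the pair averaged.

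*Kcna6* (43 alternatives, adjusted p between 0.00897 and 1.00) passed with the prefix as a block (-4.70) and with DESeq2 over the 80 neurons (-4.81). *Kcnk2* (45, between 0.00643 and 0.999) passed with DESeq2 over the 83 neurons (-3.61), limma (-1.58 and -2.99), and DESeq2 over the 80 neurons (-3.45), with the pair averaged (-3.56) or with C44 (-3.42). *Kcnt1* (44, between 0.00119 and 1.00) passed with DESeq2 (6.10), no gene filter (2.85), the prefix as a block (4.18), and DESeq2 over the 80 neurons (6.19), with the pair averaged (6.23) or with C44 (6.21). With one prefix left out it was from 2.51 to 5.16, and 1 of those fits called it. *Cacna1h* (44, between 2.23e-08 and 0.840) was called in all but 8: DESeq2 with poscounts size factors (3.81) or without Cook's distance steps (3.50), limma (0.92 and 1.83), Fisher's exact test (log2 odds ratio 2.75), neurons with at least 100000 counts (3.85), sums per prefix (4.65), and 1 fit without a prefix. With one prefix left out it was from 3.37 to 7.97.

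The difference in detected genes was past the threshold only over the 80 neurons, at 692 genes, 684 with the pair averaged and 585 after thinning. With FPKM above 0 in place of counts it could not move. The difference in the *Fezf2* share fell short of the threshold after thinning, at 21.0 points. *Snap25* and *Slc17a7* did not differ in any of 5 alternatives, and the marker scores described under other observations kept their direction and their side of the threshold in 7. Among 15 other named genes and 596 alternatives, 461 kept their direction and side of the threshold, 124 fell short of it, 11 newly passed it and 0 changed direction.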

Differences from the paper's values

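The alternatives counted here were set before the data were examined, and those over the 80 neurons, with or without C44 or with the pair averaged, were chosen after seeing the values. The paper reports 67 differentially expressed genes from DESeq2 over 80 neurons, against 170 here from edgeR over 83 neurons. The run most like the paper's, DESeq2 over the 80 neurons, called 70, 49 higher in Pyr_←ORBvl_ and 21 in Pyr_←LP_ neurons. A gap in a number of genes counts as closed where the larger number is at most 1.5 times the smaller. A similar number need not mean the same genes: limma called 22 and 25 of the 59 listed genes. Of 36 alternatives set before, 4 closed the gap: limma with either pseudocount (49 and 55), total counts alone (87) and 1 fit without a recording prefix (50). The others did not. Chosen after seeing the values, edgeR (94) and DESeq2 (70) over the 80 neurons, DESeq2 with the pair averaged (58), and both tools with C44 added (95 and 71) also did. Of the paper's 18 genes higher in Pyr_←LP_ neurons, against 104 here, 9 of 36 closed the gap: DESeq2 (20), with poscounts size factors (18), limma (14 and 16), neurons with at least 100000 counts (16), neurons without glial marker counts (14) and 3 fits without a prefix (14, 16 and 23). Over the 80 neurons, chosen after seeing the values, edgeR (24), DESeq2 (21), DESeq2 with the pair averaged (18) and DESeq2 with C44 (21) did too.

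A gap in a log2 fold change counts as closed where the value here differs from the paper's by no more than its own standard error. For *Kcna6*, the paper's log2 fold change is -4.68802, against -1.62 here. The prefix as a block (-4.70) and sums per prefix (-5.42) closed the gap among 33 alternatives. For *Kcnk2*, the paper's -3.21187 stands against -1.81, and DESeq2 (-3.61), with poscounts size factors (-3.07), limma with a pseudocount of 0.1 (-2.99), the prefix as a block (-3.40), sums per prefix (-3.48) and 1 fit without a prefix (-2.98) closed it among 35. At a pseudocount of 1, limma called *Kcnk2* at -1.58. Limma's difference thus depends on the pseudocount and is not the same measure as a DESeq2 fold change. For *Kcnt1*, the paper's 6.20241 stands against 2.84, and DESeq2 (6.10), sums per prefix (5.74) and 1 fit without a prefix (5.16) closed it among 34. No gene filter (2.85) and the prefix as a block (4.18) called *Kcnt1* without closing it. For *Cacna1h*, the paper's 6.84341 stands against 4.29, and DESeq2 (6.71) and neurons without glial marker counts (8.08, standard error 1.24) closed it among 34. The fit without 1 prefix that gave 7.97 (standard error 1.08) did not. The remaining alternatives did not. For each of these 4 genes, DESeq2 over the 80 neurons, alone, with the pair averaged or with C44 added, all chosen after seeing the values, also closed the gap.

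For *Endou* the paper's log2 fold change is -26.2634, against -3.54 here, and for *Tecpr1* it is -10.7003, against -4.43. None of the alternatives, whenever chosen, closed these gaps. For *Msn* it is -8.6638, against -3.35, and DESeq2 with poscounts size factors (-8.71) and sums per prefix (-6.59) closed it among 24. DESeq2 over the 80 neurons, with the pair averaged or C44 added or neither, all chosen after seeing the values, closed it too. *Msn* was not called here (adjusted p = 0.0676, between 8.66e-05 and 1.00 over its alternatives, edgeR's quasi-likelihood test for the first).

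The paper lists *Kcna6*, *Kcnk2* and *Kcnt1* as differentially expressed. None of them passed the thresholds here over the 83 neurons in edgeR with the gene filter and without the prefix as a block. The settings that called them are given with the other settings.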

Other observations

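The comparisons of other splits of the neurons were chosen after the numbers of called genes had been seen, as were the tests on detected genes over the 80 neurons. The marker scores over the 80 neurons were added after the data had been examined. The other tests in this part were written before their values were seen. Of 100 splits of the 83 neurons into groups of the same sizes, 1, the real one, gave as many genes as the 170 of edgeR. The other 99 gave a median of 91 genes, between 52 and 137, so edgeR called many genes under labels without meaning. Of 40 splits of the 80 neurons with DESeq2, 1, the real one, gave as many as 70. The other 39 gave a median of 5, between 0 and 18, with 3 giving none.

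With the number of detected genes as a covariate, edgeR called 121 genes over the 83 neurons, 75 of them among the 170, and 164 of the 170 kept their direction with a log2 fold change beyond 1. With the recording prefix as a block it called 143, 51 of them among the 170, and 130 of the 170 kept theirs. All of the 59 listed genes that could be tested kept the listed direction in both fits. The other splits were fitted without the covariate or the block, so how many genes these fits call under other splits is not known. Sums per prefix called 3 genes. The numbers of called genes therefore do not decide whether detected genes or the prefix contribute. Without the neurons that had glial marker counts, 97.39% of the 115 called genes that could still be tested kept their direction with a log2 fold change beyond 1, which is 65.9% of all 170. Among neurons with at least 100000 counts this was 98.67% of 150 genes, or 87.1% of all 170. The level written down in advance was for all called genes and could not be reached in either case, since 55 and 20 genes could not be tested. Of the 170 genes, 32 were still called without the neurons with glial marker counts, and 34 among neurons with at least 100000 counts. The genes were chosen for their difference in neurons that include those left out, so for the genes no longer called an effect of glial RNA or of few counts is left open.

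The larger number of detected genes in Pyr_←ORBvl_ neurons over the 80 neurons had p = 0.0393 after thinning, with a higher mean in 6 of the 11 prefixes then holding both types, against 11 of 14 before. It was thus past the threshold at equal total counts. It had p = 0.0615 with labels permuted within prefixes, so it cannot be told apart from a difference between prefixes. Over the 83 neurons the tests gave p = 0.125 and p = 0.161 and decide nothing, since the difference was not past the threshold before them.

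From the targets of retrogradely labelled neurons, the paper takes Pyr_←ORBvl_ neurons as pyramidal tract (PT) and Pyr_←LP_ neurons as intratelencephalic (IT) neurons. A hypothesis of the re-analysis was that the types also differ in genes known from PT and IT neurons. The score of a neuron was the mean log2(CPM + 1) over 7 PT or 7 IT genes, in lists written before the data were examined. The PT score was 0.87 in 44 Pyr_←LP_ and 2.80 in 39 Pyr_←ORBvl_ neurons (p = 1e-05, the smallest that the permutations can give). It kept that smallest p of 1e-05 after regression on detected genes and with labels permuted within prefixes. The IT score was 2.20 and 1.11, a difference of -1.08 (p = 0.00056), with p = 2e-05 after regression and p = 0.00043 within prefixes. Without the genes the paper lists, the IT difference was -0.76 (p = 0.0114). In the 80 neurons the differences were 2.29 (p = 1e-05, again the smallest) and -1.04 (p = 0.00101). Of the IT genes, *Etv1* was higher in Pyr_←ORBvl_ neurons (difference 1.26, p = 0.0851), and *Tcerg1l* did not differ detectably (-0.01, p = 0.977). The scores may reflect different shares of PT and IT neurons in the types. RNA from other cells was not tested for these scores.

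Among the genes listed in Supplementary Data 11 with absolute log2 fold changes above 20, the lowest share of neurons of the higher type with a count was 24.39%, for *Endou*. The filter of at least 10 neurons keeps such a gene above the level of 10% set in advance, so the test cannot rule out that counts in few neurons contribute to these values. Listed genes in as few neurons of the higher and the other type had smaller absolute values. They include *Tecpr1* (10 and 2 neurons, -10.7), *Msn* (9 and 3, -8.66) and *Nacad* (9 and 4, 8.77). Few neurons alone therefore do not set the genes above 20 apart.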
